# FK506-Binding Protein 12.6/1b, a Negative Regulator of [Ca^2+^], Rescues Memory and Restores Genomic Regulation in the Hippocampus of Aging Rats

**DOI:** 10.1523/JNEUROSCI.2234-17.2017

**Published:** 2018-01-24

**Authors:** John C. Gant, Eric M. Blalock, Kuey-Chu Chen, Inga Kadish, Olivier Thibault, Nada M. Porter, Philip W. Landfield

**Keywords:** aging, calcium, cytoskeleton, FKBP12.6, microarray, ryanodine receptor

## Abstract

Hippocampal overexpression of FK506-binding protein 12.6/1b (*FKBP1b*), a negative regulator of ryanodine receptor Ca^2+^ release, reverses aging-induced memory impairment and neuronal Ca^2+^ dysregulation. Here, we tested the hypothesis that *FKBP1b* also can protect downstream transcriptional networks from aging-induced dysregulation. We gave hippocampal microinjections of *FKBP1b*-expressing viral vector to male rats at either 13 months of age (long-term, LT) or 19 months of age (short-term, ST) and tested memory performance in the Morris water maze at 21 months of age. Aged rats treated ST or LT with *FKBP1b* substantially outperformed age-matched vector controls and performed similarly to each other and young controls (YCs). Transcriptional profiling in the same animals identified 2342 genes with hippocampal expression that was upregulated/downregulated in aged controls (ACs) compared with YCs (the aging effect). Of these aging-dependent genes, 876 (37%) also showed altered expression in aged *FKBP1b*-treated rats compared with ACs, with *FKBP1b* restoring expression of essentially all such genes (872/876, 99.5%) in the direction opposite the aging effect and closer to levels in YCs. This inverse relationship between the aging and *FKBP1b* effects suggests that the aging effects arise from *FKBP1b* deficiency. Functional category analysis revealed that genes downregulated with aging and restored by *FKBP1b* were associated predominantly with diverse brain structure categories, including cytoskeleton, membrane channels, and extracellular region. Conversely, genes upregulated with aging but not restored by *FKBP1b* associated primarily with glial–neuroinflammatory, ribosomal, and lysosomal categories. Immunohistochemistry confirmed aging-induced rarefaction and *FKBP1b*-mediated restoration of neuronal microtubular structure. Therefore, a previously unrecognized genomic network modulating diverse brain structural processes is dysregulated by aging and restored by *FKBP1b* overexpression.

**SIGNIFICANCE STATEMENT** Previously, we found that hippocampal overexpression of FK506-binding protein 12.6/1b (*FKBP1b*), a negative regulator of intracellular Ca^2+^ responses, reverses both aging-related Ca^2+^ dysregulation and cognitive impairment. Here, we tested whether hippocampal *FKBP1b* overexpression also counteracts aging changes in gene transcriptional networks. In addition to reducing memory deficits in aged rats, *FKBP1b* selectively counteracted aging-induced expression changes in 37% of aging-dependent genes, with cytoskeletal and extracellular structure categories highly associated with the *FKBP1b*-rescued genes. Our results indicate that, in parallel with cognitive processes, a novel transcriptional network coordinating brain structural organization is dysregulated with aging and restored by *FKBP1b*.

## Introduction

Dysregulation of neuronal Ca^2+^ concentrations and of Ca^2+^-dependent physiological responses is among the most consistent neurobiological manifestations of mammalian brain aging (Landfield and Pitler, 1984; Michaelis et al., 1984; Gibson and Peterson, 1987; Landfield, 1987; Khachaturian, 1989; Reynolds and Carlen, 1989; Thompson et al., 1996; Verkhratsky and Toescu, 1998; Hemond and Jaffe, 2005; Murchison and Griffith, 2007; Thibault et al., 2007; Oh et al., 2010). Further, Ca^2+^ dysregulation has been associated with aging-related cognitive dysfunction in multiple species (Disterhoft et al., 1996; Thibault and Landfield, 1996; Tombaugh et al., 2005; Murphy et al., 2006; Luebke and Amatrudo, 2012; Gant et al., 2015) and evidence of Ca^2+^ dysregulation also is present in postmortem Alzheimer's disease (AD) brains and in mouse models of AD (Nixon et al., 1994; Gibson et al., 1996; Stutzmann et al., 2006; Kuchibhotla et al., 2008; Overk and Masliah, 2017).

Little is known about the mechanisms underlying aging-related Ca^2+^ dysregulation, although a strong candidate mechanism, disruption of FK506-binding protein 12.6/1b (*FKBP1b*), has emerged recently. *FKBP1b* is a member of the FKBP family of immunophilins (Kang et al., 2008) and in muscle cells is an established negative regulator of intracellular Ca^2+^ release from ryanodine receptors (RyRs) (Zalk et al., 2007; Lehnart et al., 2008; MacMillan and McCarron, 2009).

Recently, we found that *FKBP1b* negatively regulates Ca^2+^ release from RyRs in brain neurons as well and, additionally, inhibits Ca^2+^ influx via membrane L-type Ca^2+^ channels (Gant et al., 2011, 2014, 2015). Selective knock-down of *FKBP1b* in the hippocampus of young rats recapitulates the Ca^2+^ dysregulation aging phenotype of enlarged RyR-dependent Ca^2+^ potentials and currents (Gant et al., 2011). Further, chronic-stress-induced *FKBP1b* disruption is associated with cognitive dysfunction (Liu et al., 2012). In addition, short term (ST) virally mediated overexpression of *FKBP1b* in rat hippocampus reverses aging-related elevation of Ca^2+^ transients and spatial memory deficits (Gant et al., 2015). Moreover, hippocampal *FKBP1b* protein and gene expression declines with normal aging in rats (Kadish et al., 2009; Gant et al., 2015) and in early-stage AD (Blalock et al., 2004). These findings suggest that *FKBP1b* is a key regulator of neuronal Ca^2+^ homeostasis and cognitive processing that is disrupted during aging.

Transcriptional and translational processes, notably for the activity-regulated, cytoskeletal-associated protein (Arc), also have been linked to memory, synaptic growth, and dendritic remodeling (Steward et al., 1998; Guzowski et al., 2000; Schafe and LeDoux, 2000; Ploski et al., 2008; Lee and Silva, 2009; Alberini and Kandel, 2014; Fletcher et al., 2014), but it is unclear whether they are modulated by the *FKBP1b* network. Electrical activity at synapses and plasmalemmal membranes can trigger genomic responses via multiple Ca^2+^ signaling cascades or Ca^2+^-dependent transcription factors (Graef et al., 1999; Gall et al., 2003; Greer and Greenberg, 2008) and elevated intracellular Ca^2+^ concentrations induce electrophysiological and structural signs of deterioration (Scharfman and Schwartzkroin, 1989; Bezprozvanny and Mattson, 2008) that activate genomic pathways involved in cell death. In addition, *FKBP1b* and its protein isoform, FKBP1a, regulate non-RyR-dependent pathways, including the mechanistic target of rapamycin (mTOR) pathway, which modulates brain-derived neurotrophic factor (BDNF) and other transcriptionally active factors (Binder and Scharfman, 2004; Hoeffer et al., 2008; Lynch et al., 2008). These multiple pathways of potential downstream regulation make it important to determine whether and how the Ca^2+^ regulator *FKBP1b* interacts with plasticity-associated transcriptional processes.

Here, we used a multidisciplinary approach to test the hypothesis that *FKBP1b* overexpression also counters selective aging-related alterations in transcription. In addition, to determine whether long-term (LT) *FKBP1b* overexpression is safe and efficacious and may be a candidate preventive therapy, we compared ST hippocampal *FKBP1b* overexpression with LT *FKBP1b* overexpression, which is initiated in midlife when memory impairment first begins to emerge (Forster and Lal, 1992; Gallagher and Rapp, 1997; Markowska, 1999; Wyss et al., 2000; Bizon et al., 2009; Scheinert et al., 2015). Together, the results indicate that LT and ST virally mediated *FKBP1b* overexpression can prevent and reverse, respectively, important aspects of aging-related brain decline.

## Materials and Methods

All experiments and procedures were performed in accordance with the University of Kentucky guidelines and were approved by the Animal Care and Use Committee. Hippocampal overexpression of *FKBP1b* was induced using methods and doses similar to those we described and validated previously (Gant et al., 2015). Briefly, bilateral injection of adeno-associated virus (AAV) vector harboring the transgene for *FKBP1b* under control of the calmodulin-dependent protein kinase II (CaMKII) promoter (AAV2/9.CaMKII 0.4.rat*FKBP1b*.RGB; or AAV-*FKBP1b*) into the CA1 region of the hippocampus. A control vector harboring the transgene for enhanced green fluorescent protein (eGFP) (AAV2/9.CaMKII 0.4.eGFP.RGB, or, AAV-eGFP) was administered with the same procedure to a vector control group of aging rats from the same cohort. The AAV vectors were constructed at the University of Pennsylvania vector core (Philadelphia, PA).

A total of 52 male F344 rats completed behavioral training and were used for this study. The rats were divided into 4 treatment groups: (1) young controls receiving no injections (YC; *n* = 10, 4–5 months of age at receipt); (2) LT aged vector control (AC; *n* = 13, bilateral injections of AAV-eGFP 1.86e13 gene copies (GC)/ml, 2 μl per side; at 13 months of age; (3) ST *FKBP1b* (ST) (*n* = 13, bilateral injections of AAV.*FKBP1b* 1.99e12 GC/ml, 2 μl per side, at 19 months of age); and (4) LT *FKBP1b* (LT) (*n* = 16, bilateral injections of AAV-*FKBP1b* 1.99e12 GC/ml, 2 μl per side; at 13 months of age). All aged animals used in this study arrived together and were housed in our animal care facility for the same duration. During this period, two AC, two ST animals, and one LT animal could not complete the study and were euthanized because of poor health.

Infusion was accomplished using a Kopf stereotaxic instrument and Stoelting QSI microinfusion pump. After anesthesia, small holes were drilled bilaterally in the subjects' skulls and the dura was pierced. AAV constructs were infused via a 10 μl Hamilton microsyringe with a 32 gauge needle into the hippocampus at a rate of 0.2 μl/min. Stereotaxic coordinates were measured from bregma: 4.5 mm caudal, 3.0 mm lateral, and 1.7–1.9 mm depth from the brain surface based on histological pilot work.

The Morris water maze (MWM) was similar to that used in prior work (Rowe et al., 2007; Latimer et al., 2014; Gant et al., 2015). Briefly, it consisted of a 190-cm-diameter black round tub filled with water (26°C). A 15-cm-diameter escape platform was placed in 1 of 4 pool quadrants 1 cm below the water. The pool was contained within a four-sided black-curtained enclosure with high-contrast lighted geometric images (90 × 90 cm) on three of the curtain walls. Contrast imaging and water maze acquisition software was used for animal positional tracking and digitizing (Columbus Instruments) and measures of latency, path length to platform location, and annulus crossings were recorded.

During the first 4 d (training), the escape platform remained in the same quadrant and position. Each training day consisted of three trials. On each trial, the subject was started in a different nongoal quadrant and the order of the starting quadrant was changed each day. Rats were given 60 s to find the platform and were allowed to stay on the platform for an additional 30 s. If the platform was not found after 60 s, then the rat was gently guided to the platform and allowed to stay there for an additional 30 s. On day 5 (reference memory probe), the platform was removed and the subjects were started in the quadrant opposite the goal quadrant and allowed to swim for 60 s.

On day 8, the platform was placed in a new quadrant location. The subjects were then given 3 trials, 1 from each nongoal quadrant, to learn the new platform location (reversal training). On day 9 (reversal memory probe), the platform was removed and subjects were allowed to swim for 60 s. On day 10, visual acuity and locomotor ability were assessed with the platform made visible by raising it 1 cm above the water surface and hanging a bright white contrasting marker 6 inches above the platform location. The subjects were again given three trials from each of the three nongoal quadrants to find the platform.

Three days after the visual acuity task, the brains were harvested for qRT-PCR, gene chip, and immunohistochemistry studies as in prior work (Kadish et al., 2009; Searcy et al., 2012; Latimer et al., 2014; Gant et al., 2015). Animals were anesthetized with pentobarbital (Fatal Plus, 50 mg/kg, i.p.). After perfusion with 150 ml of cold 0.9% saline, the brains were removed and hemisected. For qPCR and gene chip studies, the dorsal hippocampus was removed from one hemisphere. This tissue was placed in RNase-free sample tubes and stored at −80°C until further use. For immunohistochemistry studies, the other hemisphere was postfixed overnight in 4% paraformaldehyde, cryoprotected by submersion in 15% sucrose/PBS solution, and then placed in antifreeze/30% sucrose solution for storage until sectioning.

Immunohistochemistry (IHC) methods were similar to those we have described previously (Kadish and Van Groen, 2003; Gant et al., 2015). Coronal sections (30 μm) were cut on a freezing sliding microtome. The following primary antibodies were used for overnight incubation: rabbit anti-FKBP 12.6 (1:500, sc-98742; Santa Cruz Biotechnology) and mouse Microtubule Associated Protein-2 (MAP2, 1:500, MAB3418; Millipore). After incubation, sections were rinsed and transferred to the solution containing appropriate biotinylated secondary antibody for 2 h and then rinsed and transferred to the solution containing ExtrAvidin for 2 h. Sections were then incubated for 3 min with Ni-enhanced DAB solution. To obtain similarly stained material, sections from all animals were stained simultaneously in the same staining tray. The immunostained sections of the dorsal hippocampus were digitized using an Olympus DP73 camera and the resulting images were analyzed using ImageJ. For optical densitometric analysis of MAP2 immunohistochemistry, two sections of the apical dendritic layer (stratum radiatum) of hippocampal CA1 pyramidal neurons were measured per animal. Investigators were blinded to animal number and condition and all photomicrographs were taken with the same settings of the DP73 camera. The staining pattern of the anti-FKBP 12.6/1b antibody was highly similar to that seen in two prior studies of hippocampal *FKBP1b* with this antibody, one in which we selectively knocked down *FKBP1b* with short hairpin RNA targeting *FKBP1b* (Gant et al., 2011) and one in which we overexpressed *FKBP1b* and also compared endogenous *FKBP1b* in young versus ACs (Gant et al., 2015). In both prior studies, the topography of *FKBP1b* immunostaining was highly similar to that in the present study and the antibody clearly detected the experimental manipulations and the aging difference in *FKBP1b* expression in CA1. In addition, the vendor validates antibody specificity by Western blot analyses and we performed negative control studies by omitting the primary antibody and using only secondary in adjacent brain sections from the same subjects. These negative controls produced no staining in our rat brain tissues.

Dorsal hippocampal RNA was extracted according to standard protocols and evaluated using an Agilent Technologies Bioanalyzer. 

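RNA integrity numbers of the 23 arrayed samples were high in every group. They averaged 9.45 ± 0.055 (SD, n = 6) in YC, 9.38 ± 0.34 (SD, n = 5) in AC, 9.52 ± 0.12 (SD, n = 6) in ST and 9.23 ± 0.21 (SD, n = 6) in LT rats. The lowest number was 8.9, in AC and LT, and the highest was 9.8, in AC. Over all 23 samples the mean was 9.40 ± 0.22 (SD). A permutation test of the F statistic across the groups (F = 2.19, 100000 resamples) gave p = 0.122. The p from permutations was 0.041 without AC replicate 3 and 0.027 without AC replicate 5, and up to 0.31 without another single sample.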

All samples were of sufficient quality and did not differ significantly among treatment groups (RNA integrity number: 9.4 ± 0.1 for all groups; *p* = 0.16, ANOVA across the YC, AC, ST, and LT groups). Extracted RNA was used for both PCR and microarray measures. For RT-PCR mRNA quantification, one-step real-time qRT-PCR was used. qRT-PCR amplification was performed as described previously (Gant et al., 2015) using an ABI Prism 7700 sequence detection system (Applied Biosystems) and a RNA-to-CT 1-step TaqMan kit (Life Technologies). All samples were run in duplicate in a final volume of 30 μl containing 25–50 ng of cellular RNA and a Taqman Fam-MGB probe (Rn00575368_m1; Life Technologies) with an amplicon spanning a 116 bp rat *FKBP1b* cDNA region. Cycling parameters for all assays were as follows: 30 min at 48°C, 10 min at 95°C followed by 40 cycles of 15 s at 95°C, and 1 min at 60°C. The RNA levels of Gapdh were used as normalization controls for RNA quantification.

Microarray procedures were similar to those in our prior microarray studies on hippocampal aging in rats (Blalock et al., 2003; Rowe et al., 2007; Kadish et al., 2009). Briefly, RNA extracted from dorsal hippocampus was labeled and hybridized to Affymetrix Rat Gene 1.0 ST arrays (one array per animal). Gene signal intensities for microarrays were calculated using the Robust Multiarray Average algorithm (Bolstad et al., 2003) at the transcript level and data were associated with vendor-provided annotation information.

For experimental design and statistical analyses, see Fig. 1. To test the hypothesis that expression in selective genomic systems parallels the changes in memory performance induced by aging and, in the opposite direction, by *FKBP1b* rescue, we compared YC rats and AC rats (that received bilateral injections of AAV-eGFP) with aged rats that received bilateral dorsal hippocampal injections of AAV-*FKBP1b*. The *FKBP1b*-expressing virus was microinjected into aging rats either 2 months (ST) or 8 months (LT) before testing spatial reference and reversal learning in the MWM. All three aged groups were tested together at 21 months of age along with young (5-month-old) controls (Fig. 1). The reference memory task tests the ability to learn an aspect of the task that remains constant, whereas reversal learning comprises elements of both working memory and executive cognitive function (Webster et al., 2014) and is well recognized to be particularly susceptible to impairment with aging (Bartus et al., 1979; Stephens et al., 1985). Initial statistical assessments of behavioral comparisons used ANOVA. If significance was found at the ANOVA level (α = 0.05), then protected Fisher's least significant difference (pLSD) pairwise contrasts (α = 0.05) between groups were also performed.

**Figure 1.**
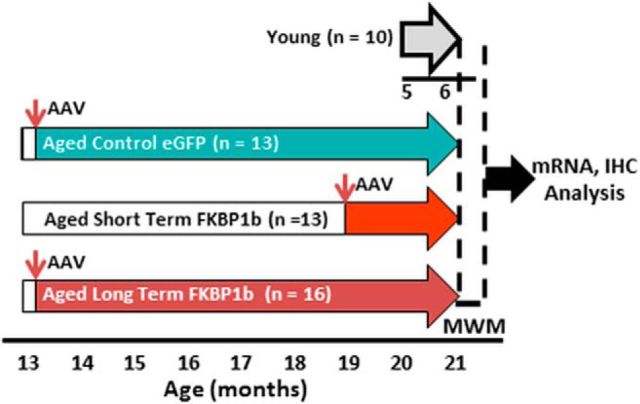
Experimental design. To compare LT with ST exposure to *FKBP1b* overexpression, aging rats were bilaterally injected in the hippocampus with AAV-*FKBP1b* at two different ages, one group at 13 months of age (LT) and one group at 19 months of age (ST) (small, vertical arrows). A third group received control vector (AAV-eGFP) at 13 months of age and a YC group received no injections. All animals were tested for spatial learning in the MWM, 3 aged groups at 21 months of age and 1 YC group at 6 months of age (total *N* = 52). Animals were killed after MWM testing. The mRNA from the dorsal hippocampus of one hemisphere was prepared for qRT-PCR and microarray analyses and the other hemisphere was postfixed for IHC.

Microarray profiling was undertaken with the goal of identifying the *FKBP1b*-sensitive transcriptome. The *n*'s chosen for microarray studies were based on our prior work (Blalock et al., 2003; Rowe et al., 2007; Kadish et al., 2009; Blalock et al., 2010), which found that *n*'s of 5–10 per group are sufficient to identify a distinct hippocampal aging transcriptome consistently. For transcriptional profiling in the present study, a subgroup of six subjects was selected from each of the four parent treatment groups (*N* = 24 rats, one array per rat). To reduce false negatives and to maximize the transcriptional responses to elevated *FKBP1b* expression, we selected subjects for the ST and LT subgroups that showed *FKBP1b* expression levels above the medians for the parent groups. The YC and AC groups exhibited low within-group variance of *FKBP1b* expression (see Fig. 3) and these subgroups were selected at random from within their parent groups.

The Rat Gene Array used for the microarray analysis contains 29,218 total probe sets, which we filtered before statistical testing to retain only the 14,828 probe sets characterized by unique gene annotations and by signal intensity (expression) adequate to show presence of the gene (defined as unlogged signal intensity ≥40 on ≥4 arrays in the study). Expression of each of these 14,828 genes was tested by one-way ANOVA to identify genes exhibiting significant differences in expression across the four groups. Outlier values (>2 SDs of the group mean) were treated as missing values. Transcriptional profiling analyses can involve thousands of statistical comparisons and thus require assessment of multiple testing error. We estimated the error contributed by multiple testing using the false discovery rate (FDR) procedure (Benjamini and Hochberg, 1995). The FDR is the ratio of significant comparisons expected by chance to significant comparisons actually observed and is an estimate of the probability that any single significant gene in a profiling study is a false positive found due to the error of multiple testing. Therefore, confidence in profiling data increases as the FDR decreases. Confidence in microarray data is also strengthened considerably by functional category analyses, which can determine whether multiple genes in the same functional categories are coregulated (Blalock et al., 2005; Ginsberg and Mirnics, 2006).

For functional category analysis in the present study, ANOVA-significant genes were assigned to one of four expression template patterns defined by *post hoc* pairwise comparisons between groups (see Results). Overrepresented functional categories for each expression template were determined using Database for Annotation, Visualization and Integrated Discovery (DAVID) bioinformatic tools (Huang da et al., 2009) with the list of 14,828 filtered genes as a background. Raw data are available through the Gene Expression Omnibus (GSE #: 102054).

To determine the functional categories/pathways that were closely associated with each of the four template patterns, functional pathway analysis was performed as in prior work (Blalock et al., 2003, 2004; Rowe et al., 2007; Kadish et al., 2009; Chen et al., 2013). Genes assigned to each of the four template patterns were tested statistically (α = 0.05) using a modified Fisher's exact test *p-*value referred to as the “Ease Score” in the DAVID suite of bioinformatic tools (Huang da et al., 2007). This approach was used to test the Gene Ontology (GO) database (biological process, cellular component, molecular function) for categories overrepresented by genes of each template pattern. Medium classification stringency was applied. Functional annotation clustering output from DAVID was transferred to flat files and the most significant annotation from within each cluster was identified. Among these, unique functional annotations with significant Ease Scores are reported along with the number of associated pathway genes.

In a further assessment of possible contributions of chance to these large-scale analyses, the numbers of genes that were identified as belonging to a particular pattern were compared with the numbers of genes that would be expected to fall within that pattern by chance. The probability that a gene would fall into a particular pattern by chance was estimated by performing a Monte Carlo analysis in which the same statistical procedures (ANOVA test, *post hoc* pLSD, and template pattern) and statistical criteria (α = 0.05) were used, but applied to random numbers rather than actual gene signal intensity values. The Monte Carlo procedure was rerun 1000 times, with a newly generated set of random numbers in each iteration. The average number of genes found to fall within each expression pattern across 1000 iterations of random data was then used as an estimate of the number of genes expected to fall within that pattern by chance. The binomial test (α = 0.05) was used to determine whether the number actually found in the pattern exceeded significantly the number expected by chance.

## Results

### *FKBP1b* overexpression improved spatial reference and reversal memory for both LT and ST aged groups (Fig. 2)

**Figure 2.**
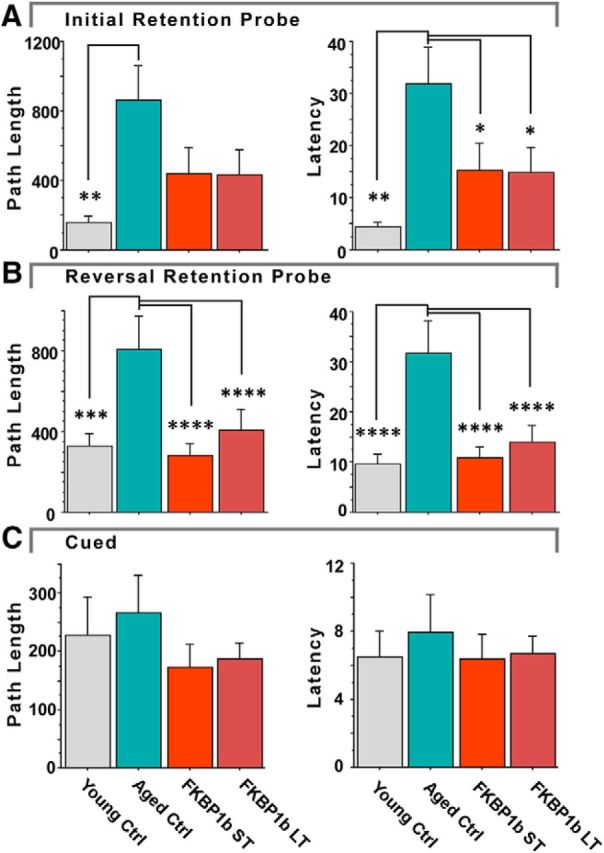
Both LT and ST *FKBP1b* overexpression countered age-related decline in spatial memory. ***A***, Reference memory probe. *FKBP1b* treatments countered age-related deficits in reference memory probe performance. ***B***, Reversal memory probe. *FKBP1b* treatments countered age-related deficits in the reversal memory probe trial. ***C***, Cued testing. With visual cues prominently highlighting location of the escape platform, no group differences were found, indicating that memory test results were not due to differences in locomotor and/or visual abilities. *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; ****p ≤ 0.0001 significant pairwise contrast versus AC.

A total of 52 rats in four groups completed our spatial memory testing protocol in the MWM (10 YC, 13 AC, 13 ST, and 16 LT rats). For the 3 groups of aged AAV-treated rats, behavioral testing began at 21 months of age, either 8 (LT) or 2 (ST) months after AAV injection. Training in the MWM reference memory task was performed over 4 d, with 3 training trials per day. Over the 4 d, all groups showed acquisition of the task as indicated by a distinct decline in latency and path-length to find the platform (*F*_(11,528)_ = 11.58 *p* = 1.80e-10; *F*_(11,528)_ = 7.41, *p* = 7.20e-12, respectively, repeated-measures ANOVA). Although there was a strong trend for young animals to outperform ACs during training, no significant effects of treatment were seen in latency and path length measures over this 4 d training phase, similar to results in Gant et al. (2015).

On the fifth day of the task, the platform was removed and recall of the platform location was probed with a single retention trial (Fig. 2*A*; reference memory probe). There was a main effect of treatment group for both latency (*F*_(3,48)_ = 3.57, *p* = 0.021, ANOVA) and path length (*F*_(3,48)_ = 2.90, *p* = 0.044, ANOVA). As reported in multiple studies, the AC group exhibited significantly longer path lengths and higher latencies to find the platform compared with YC rats. In contrast, neither *FKBP1b*-treated aged group differed from YCs and both showed significantly reduced latency compared with ACs (vs ACs: LT, *p* = 0.05, ST, *p* = 0.05; YCs, *p* = 0.002, pLSD). The path length to platform results were highly similar to latency, although the differences between the *FKBP1b* groups and the ACs were only of borderline significance (vs ACs: LT, *p* = 0.078; ST, *p* = 0.08, YCs, *p* = 0.006, pLSD).

Training on the reversal memory task was conducted on the eighth day after 2 d of rest: The location of the platform was changed and the rats were given 3 trials in 1 d to learn the new location. Over the three reversal training trials, there were no significant differences in latency or path length among any of the groups, nor was there significant improvement (data not shown). On the ninth day, the platform was again removed and rats were tested for their retention of the new platform location on a single retention trial (Fig. 2*B*, reversal memory probe). There were substantial main effects of treatment on latency to platform (*F*_(3,48)_ = 9.57, *p* = 0.000046, ANOVA) and path length to platform location (*F*_(3,48)_ = 7.97, *p* = 0.0002, ANOVA). AC animals again exhibited highly significant deficits in path length and latency compared with YCs, but both ST and LT groups exhibited path length and latency scores that were highly similar to those of YCs and significantly reduced compared with AC animals (latency; AC vs: LT, *p* < 0.0001, ST, *p* < 0.0001; YC, *p* < 0.0001; path length, AC vs: LT, *p* = 0.0001, ST, *p* = 0.0001; YC, *p* = 0.0008, pLSD; Fig. 2*B*). There was also a main effect of treatment group for platform crossings during the reversal retention test (*F*_(3,48)_ = 7.37, *p* = 0.0004; ANOVA), with the YC, ST, and LT groups showing significantly greater platform crossings compared with ACs (ACs vs: YCs, *p* < 0.0001; ST; *p* < 0.025; LT, *p* < 0.01, pLSD).

On the 10^th^ day of the protocol, a cued retention test was given with visual cues highlighting the platform's location. All groups found the platform rapidly and no significant group differences were present in latency, path length, or swim speed in locating the platform (Fig. 2*C*, cued trial), indicating that aging-related changes in locomotor and visual acuity did not account for the differences in memory performance.

The ST and LT groups were statistically indistinguishable from each other on all latency and path length measures in the behavioral testing protocols. These results suggest that the reversal by ST and prevention by LT of aging-dependent memory impairment may be mediated by similar cellular mechanisms despite the differences in the duration of exposure.

### AAV-*FKBP1b* injection increased hippocampal *FKBP1b* protein and gene expression, particularly in the LT group (Fig. 3)

**Figure 3.**
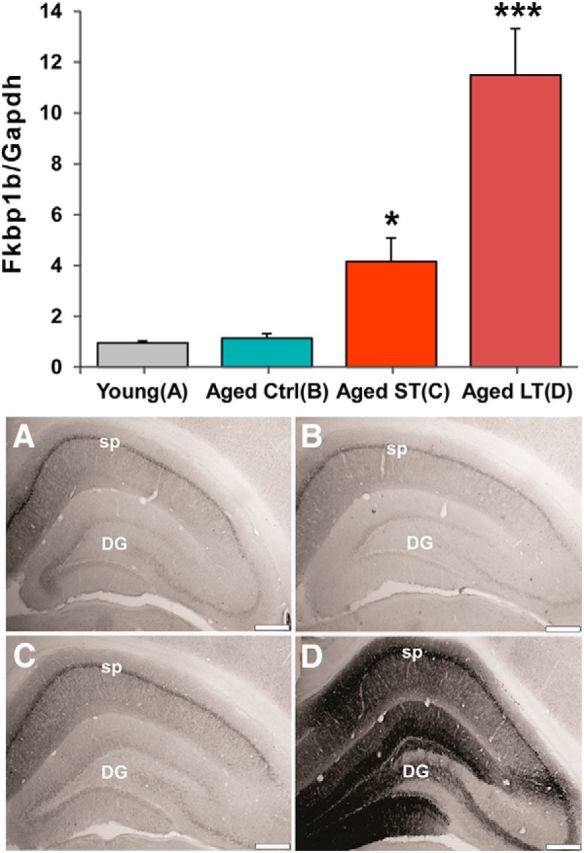
Hippocampal *FKBP1b* mRNA and protein levels were increased substantially by LT AAV-*FKBP1b* overexpression. Top, qRT-PCR quantification of hippocampal *FKBP1b* mRNA expression (*FKBP1b*/Gapdh) for each treatment group (one-way ANOVA on ranks, *p* = 0.000050; for pairwise contrast vs AC; *p ≤ 0.05; ***p ≤ 0.001). Bottom, Immunostaining for hippocampal *FKBP1b* expression. Representative photomicrographs are shown from YC (***A***), AC (***B***), aged ST *FKBP1b* (***C***), and aged LT *FKBP1b* (***D***). Note the substantial increase in *FKBP1b* expression at both the mRNA and protein levels, particularly in the LT-*FKBP1b* group. sp, Stratum pyramidale; DG, dentate gyrus. Scale bar, 500 μm.

Because the Affymetrix Rat Gene 1.0 ST microarray used in the present study does not include the probe set for *FKBP1b*, we used qRT-PCR to evaluate the effectiveness of AAV-*FKBP1b* injection for inducing *FKBP1b* expression in hippocampus. 

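In these dorsal hippocampal samples, the array annotation lists a probe set for Fkbp1b, number 10940524, and its signal was higher in rats given the FKBP1b vector. The signal was 373 ± 20 (SD, n = 6) in YC, 401 ± 40 (SD, n = 5) in AC, 694 ± 153 (SD, n = 6) in ST and 1002 ± 147 (SD, n = 6) in LT. LT rose over AC by 1.31 on the log2 scale (standard error 0.13, adjusted p = 9.0e-06 from limma), with every LT array above every AC array. The mean of ST and LT rose over AC by 1.04 (standard error 0.11, adjusted p = 9.0e-05), but not without AC replicates 3 and 4 and LT replicates 2 and 5, which are high in choroid plexus genes (0.96, adjusted p = 0.074). ST alone was 0.76 above AC (standard error 0.13, adjusted p = 0.085), with 5 of 6 ST arrays above every AC array. AC was 0.098 above YC (adjusted p = 0.66), and Fkbp1a, the gene of the related protein FKBP12, was -0.036 from YC in AC (adjusted p = 0.48). The ST and LT rats had been selected for FKBP1b expression above their group medians, so these levels describe the selected animals. Whether the probes of this probe set lie in the vector's insert could not be examined from the files.

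**Figure D1:**
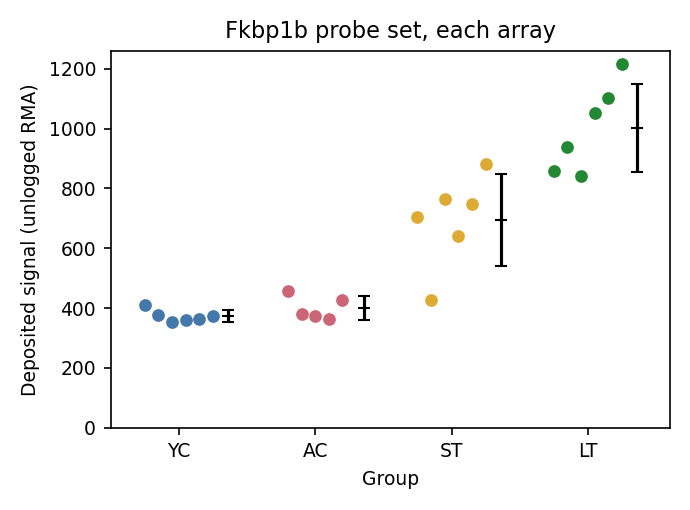
Signal of the Fkbp1b probe set (unlogged RMA signal, vertical axis from 0) on each array of the YC, AC, ST and LT groups. Points are arrays and bars are means ± SD. The 6 LT arrays lie between 843 and 1217, above the AC arrays at 364 to 458, and the ST arrays reach from 427 to 881.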

*FKBP1b*/Gapdh expression is plotted as a function of treatment group in Figure 3. There was a highly significant increase in *FKBP1b* expression (*F*_(3,47)_ = 18.449, *p* = 0.000050, ANOVA on ranks, Kruskal–Wallis). By pairwise contrast (Fisher's LSD on ranks), the increased expression was significant in ST (*p* = 0.012) and highly significant in LT (*p* < 0.001). IHC in representative animals indicated that hippocampal *FKBP1b* protein upregulation paralleled *FKBP1b* mRNA increases in AAV-*FKBP1b*-treated rats and was particularly intense in LT animals (Fig. 3, bottom).

In contrast to our prior findings (Blalock et al., 2004; Kadish et al., 2009; Gant et al., 2015), we did not observe differences in endogenous *FKBP1b* expression between the AC and YC groups (Fig. 3, top). This may be due to differences between studies in tissue dissection. In the present study, we collected tissue from whole dorsal hippocampus, whereas in prior work, we measured expression primarily in the CA1 region (Blalock et al., 2004; Kadish et al., 2009; Gant et al., 2015). Therefore, the aging effect on *FKBP1b* in CA1 might have been obscured in the present work because of dilution from less age-sensitive hippocampal regions. Further studies will be needed to fully elucidate the topographic distribution of aging changes in *FKBP1b* protein and gene expression, as well as the role of potential functional changes (Lehnart et al., 2008).

### Transcriptional profiling (Fig. 4)

**Figure 4.**
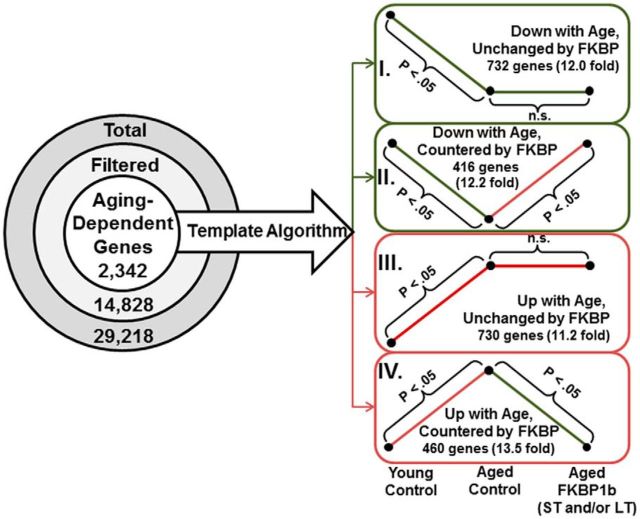
Microarray analysis flowchart. Shown are the effects of aging and *FKBP1b* on hippocampal gene transcription. Left, Total gene probe sets (29,218) were filtered to remove absent (low signal intensity) and incompletely annotated probe sets. The remaining genes (14,828) were tested by ANOVA (*p* ≤ 0.05) followed by pairwise comparison (Fisher's pLSD, ≤ 0.05 between YC and AC) to define aging-dependent genes. Right, Statistical template algorithm. Aging-dependent genes were categorized based on whether *FKBP1b* had no effect (templates I and III) or significantly countered aging's effect (templates II and IV). A total of 99.8% of aging-dependent genes were assigned to a template based on criteria described in the text. A Monte Carlo simulation (1000 iterations, see Results) was used to estimate the number of genes expected in each template by chance. The number of genes assigned to each template in the observed data was significantly greater than the number expected by chance (*p* ≤ 0.0001; binomial test; >11-fold increase for all templates). See also Figure 4-1.

10.1523/JNEUROSCI.2234-17.2017.f4-1 Figure 4-1 List of all significant genes (p ≤ 0.05, one way ANOVA) and the mean (±SEM) signal intensity values for each gene across groups, followed by ANOVA p-value. Pairwise contrast (Fisher's pLSD) results color coded for significance (0. white- n.s., 1. red- upregulated, -1. blue- downregulated). Page 1- Aging up, Unchanged by FK; page 23- Aging down, unchanged by FK; page 46- Aging up, Down by FK; page 61- Aging down, Up by FK; page 74- Unchanged by Aging. Download Figure 4-1, XLSX file

To identify genes with expression that paralleled aging and *FKBP1b*'s cognitive effects in the same animals, we first distinguished genes that changed expression with aging (i.e., differed between ACs and YCs, the aging effect). We then identified those genes among the aging-dependent genes that were also altered by *FKBP1b* overexpression (i.e., differed between LT/ST *FKBP1b* and AC, the *FKBP1b* effect). 

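Gene expression in the dorsal hippocampus was measured on 23 Affymetrix Rat Gene 1.0 ST arrays, 1 for each animal, from 6 YC, 5 AC, 6 ST and 6 LT rats. AC rats carried the eGFP control vector, and by the paper's methods YC rats had no injection (the deposited labels call them sham), so age, surgery and vector differ together between AC and YC. The paper gives the eGFP vector at a higher titer than the FKBP1b vector, so transgene and titer differ together between AC and treated rats. The authors' values are Robust Multiarray Average (RMA) signals per probe set, here on the unlogged scale and rounded, from 4 to 20673. The median signal of an array was 137 to 141 in YC, 134 to 141 in AC, 134 to 140 in ST and 138 to 141 in LT. Blank values numbered 238 in YC, 265 in ST, 255 in LT and 0 in AC; the methods treat values over 2 SD from the group mean as missing, and no value among 5 can lie more than 1.79 SD from its mean (2.04 among 6).
Of 29211 probe sets, 13339 were tested, those with 1 gene symbol and a signal of at least 40 on at least 4 arrays. They carry 12604 symbols, of which 469 have more than 1 probe set. Signals were log2 transformed and fitted with limma, with 1 mean for each group, and p values were adjusted over all tested probe sets. Genes are called higher or lower at an adjusted p under 0.05. The paper's template rule was run on limma's p values at its unadjusted threshold of 0.05. In addition, 40 lists of genes for cell types, tissues and pathways were compared with all other genes by camera at a preset inter-gene correlation of 0.01. In simulated data of this size, 44% of changes of 0.2 log2 units and 86% of changes of 0.4 between AC and YC were recovered. The number of arrays limits the precision of every value.
Arrays of the AC group differed most among themselves. The median within-group SD of a probe set was 0.11 log2 units in AC against 0.072 in YC, 0.076 in ST and 0.081 in LT. Genes of the choroid plexus, which secretes cerebrospinal fluid, had their highest signals on AC replicates 3 and 4 and LT replicates 2 and 5 (list scores of 1.65 to 2.11), and LT replicates 1 and 6 (0.22 and -0.039) also stood above the highest YC array (-0.27). Ttr, which encodes the thyroid hormone carrier transthyretin, averaged 15066 on these 4 arrays and 999 on the others, and Kl, which encodes klotho, averaged 1790 and 67.8. Counts that lead a result are also given without these 4 arrays, a choice made after seeing the data.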

RNA from six subjects per treatment group was prepared and hybridized to Affymetrix Rat Gene 1.0 arrays. Of the ∼30,000 probe sets on the array, we filtered to retain 14,828 annotated, present genes (see Materials and Methods) for statistical analysis. 

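Single genes that differed across the groups by limma's F test included Cd74, Hrh1 and Pecam1 (adjusted p = 0.0018, 8.4e-07 and 0.0018), the last 2 named after their values were seen. Cd74, the invariant chain of MHC class II, had a signal of 131 ± 28 (SD, n = 6) in YC, 444 ± 73 (SD, n = 5) in AC, 413 ± 104 (SD, n = 6) in ST and 480 ± 314 (SD, n = 6) in LT. Hrh1, the H1 histamine receptor, had signals of 719 ± 37, 560 ± 25, 572 ± 30 and 749 ± 26 in the same order. Pecam1, an adhesion molecule of endothelial cells, had 94.7 ± 7.4, 158 ± 34, 109 ± 4.4 and 105 ± 9.4. Across the 13339 tested probe sets, 3223 (24.2%) passed limma's F test at an unadjusted p of at most 0.05, and 2735 did without the 4 arrays high in choroid plexus genes. At this threshold the Benjamini-Hochberg value was 0.206, and the number of passes that chance alone would give, divided by the number observed, was 0.207. The methods' one-way analysis of variance on unlogged signal also passed 3223 probe sets. At an adjusted p under 0.05, 728 probe sets passed. That count was 383, 438, 451 and 409 without YC replicates 2, 3, 4 and 6, 1261 without AC replicate 1, 1214 without AC replicate 5 and 339 without the arrays high in choroid plexus genes.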

One-way ANOVA (*p* ≤ 0.05) showed that 24% (3502) differed significantly across the four groups, yielding an FDR of 0.12 (see Materials and Methods). An FDR of 0.12 is quite low for a microarray study of brain aging and provides considerable confidence in these results. Reliability in microarray studies is also strengthened when functional categories are overrepresented by coregulated genes (Blalock et al., 2005; Galvin and Ginsberg, 2005; Ginsberg and Mirnics, 2006).

Among ANOVA-significant genes (3502), 2342 (67%) also differed significantly in pairwise contrast (Fisher's protected LSD; *p* ≤ 0.05) between the YC and AC groups (aging-dependent genes, “the aging effect”). Among these, the expression levels of 37% (876/2342) genes were also altered by *FKBP1b* overexpression (517 by LT, 193 by ST, 166 by both ST and LT, “the *FKBP1b* effect”) and were defined as aging and *FKBP1b*-sensitive genes (for a complete list of aging- and *FKBP1b*-sensitive genes, see Fig. 4-1). 

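Part of the genes of microglia, complement, the interferon response and astrocytes were higher in AC than in YC hippocampus. Of 33 genes of microglia, the resident macrophages of the brain, 15 were higher and none was lower (22 higher when adjusted over the list alone), with a median log2 fold change of 0.38. Gpnmb, a membrane glycoprotein of activated macrophages, rose from 263 ± 10 (SD, n = 6) to 369 ± 38 (SD, n = 5), a log2 fold change of 0.49 (standard error 0.063, adjusted p = 0.00027). Tyrobp, a signaling adaptor of microglial receptors, rose by 0.76 (adjusted p = 0.0022). Of 12 complement genes, 9 were higher and none was lower (9 adjusted over the list alone), among them C1r at 0.45 (adjusted p = 0.00021) and C3 at 1.47 (adjusted p = 0.0026). Of 38 genes of the interferon response, 13 were higher and none was lower (22 adjusted over the list alone), as in Gbp2, a guanylate-binding protein, at 0.67 (adjusted p = 0.0030). Of 44 genes of MHC and antigen presentation, 7 were higher and 2 were lower (9 and 2 adjusted over the list alone). B2m, the light chain of MHC class I, rose by 0.42. Of 28 astrocyte genes, 6 were higher and none was lower (9 adjusted over the list alone). Among these, Gfap and Vim, intermediate filaments of astrocytes, rose by 0.43 and 0.67.
As a whole, microglial genes were shifted up at an adjusted p of 4.0e-12 (adjusted p = 0.17 with an estimated correlation), complement genes at 5.4e-07 (adjusted p = 0.13 with an estimated correlation) and interferon genes at 2.5e-08 (adjusted p = 0.18 with an estimated correlation). Astrocyte genes had an adjusted p of 0.010 (adjusted p = 0.43 with an estimated correlation), and 0.058 without AC replicate 2. The MHC list was not called (median 0.067, adjusted p = 0.35). Microglial and complement genes stood highest on AC replicate 5, with mean scores of 0.63 and 0.85 log2 units.
Among single genes with the largest changes, Cd74 rose by 1.78 (standard error 0.29, adjusted p = 0.0015). Fcgr2b, an inhibitory receptor for immunoglobulin G, rose by 1.15 (standard error 0.17, adjusted p = 0.00051) and Cp, the copper-binding ferroxidase ceruloplasmin, by 1.02 (standard error 0.18, adjusted p = 0.0022). Cd4, Fn1, Angpt2, Adgre1, Clec4a3, Ogn and RT1-Da were also higher, by 0.78 to 1.46. Lcn1, a lipocalin, fell by 0.56 (standard error 0.074, adjusted p = 0.00027) and Nr4a2, a nuclear receptor that neuronal activity induces, fell by 0.47 (standard error 0.088, adjusted p = 0.0033). Nts, which encodes neurotensin, fell by 1.00 (standard error 0.30, adjusted p = 0.039). Krt83, Retnlg, Ffar3, H2ab3, Bcl2l15, Kng2, Atoh1, Senp18 and Pkd2l1 were lower, at -0.79 to -0.46. By the rule that chose these genes, every AC array lay beyond every YC array. Nts did not pass without AC replicate 4 (adjusted p = 0.071) or without any single YC replicate (0.050 to 0.069), nor Ogn without YC replicate 2 or 3 or AC replicate 3 or 4 (0.050 to 0.090). Without AC replicate 5 the value of Nts was -0.55 (adjusted p = 0.035) and that of Adgre1 0.51 (0.78 with it). Without the arrays high in choroid plexus genes, RT1-Da (1.22, adjusted p = 0.083), Nts (-1.21, 0.077), Atoh1 (-0.44, 0.075) and Pkd2l1 (-0.46, 0.074) did not pass. Angpt2 went there from 0.98 to 0.44, Ogn from 1.11 to 0.55 and Fn1 from 0.87 to 0.52. With the choroid plexus list score as a covariate, 0 of the 33 calls on genes chosen by this rule in any comparison were lost.
At an adjusted p under 0.05, 742 probe sets were higher and 558 lower in AC than in YC, 1300 in all. With array medians made equal 507 were higher and 1200 lower, and after quantile normalization 668 were higher and 668 lower, so the balance of directions depends on the scaling. The count was 853 without YC replicate 2, 796 and 820 without AC replicates 3 and 4, and 398 without the 4 arrays high in choroid plexus genes (343 shared). With the choroid plexus list score as a covariate the count was 1003 (817 shared). By the template rule 2480 genes were aging-dependent, 76.9% of those that passed the F test, and 1843 without those arrays.

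**Figure D2:**
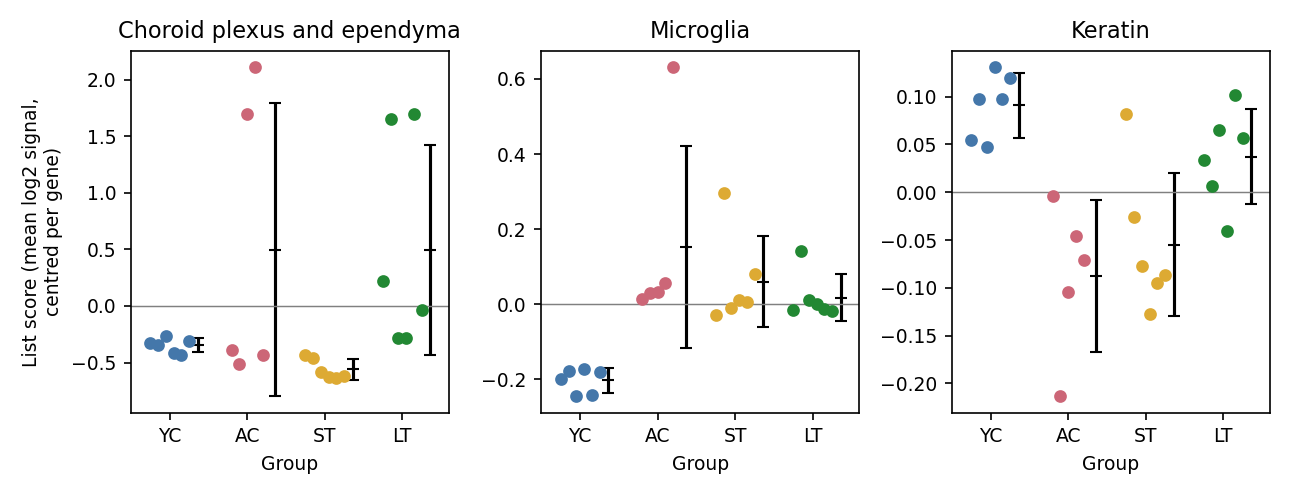
Mean log2 signal of the choroid plexus, microglia and keratin lists on each array, centered for each gene (vertical axes), by group. Points are arrays and bars are means ± SD; in the choroid plexus panel AC replicates 3 and 4 and LT replicates 2 and 5 stand at 1.70, 2.11, 1.65 and 1.70.

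**Figure D3:**
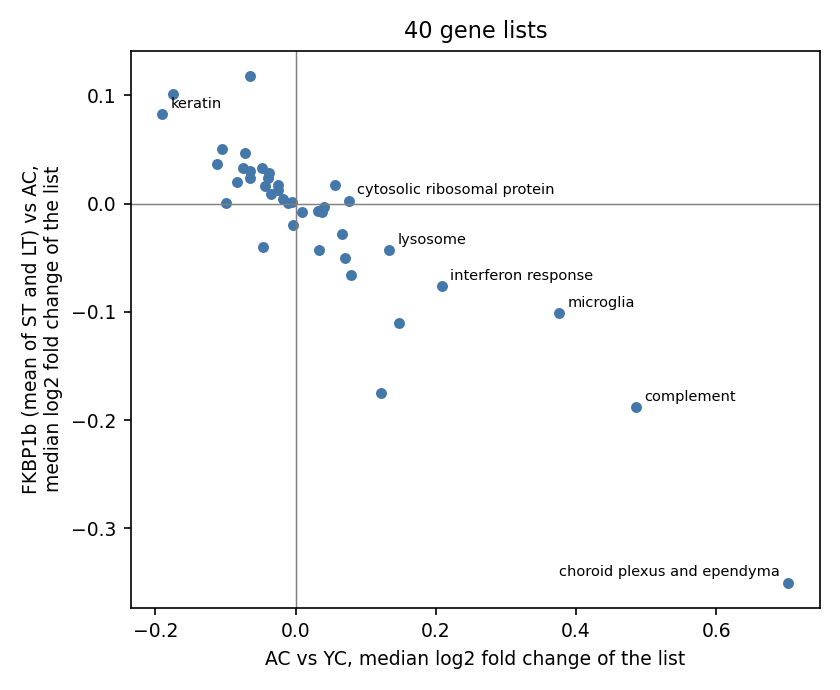
Median log2 fold change of each of the 40 gene lists for AC against YC (horizontal axis) and for the mean of ST and LT against AC (vertical axis). Each point is a list without an error bar; the microglia list lies at 0.38 and -0.10, and the keratin list at -0.19 and 0.083.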

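With ST and LT averaged, 4 probe sets differed from AC at an adjusted p under 0.05. Besides Fkbp1b, the histamine receptor gene Hrh1 was higher by 0.22 on the log2 scale (standard error 0.037, adjusted p = 0.017), with a value of 0.42 in LT and 0.029 in ST alone. Osmr, the oncostatin M receptor subunit, fell by 0.33 (standard error 0.053, adjusted p = 0.017), from a signal of 181 ± 16 (SD, n = 5) in AC to 148 ± 7.8 (SD, n = 6) in ST and 140 ± 12 (SD, n = 6) in LT. Pecam1 fell by 0.54 (standard error 0.090, adjusted p = 0.017). Osmr did not pass without AC replicate 3 (-0.33, adjusted p = 0.097), 4 (-0.32, 0.085) or 5 (-0.28, 0.059). Pecam1 did not without AC replicate 3 (-0.49, 0.11), 4 (-0.48, 0.11) or 5 (-0.46, 0.066). Hrh1 did not without AC replicate 3 (0.21, 0.11) or 5 (0.20, 0.064). Without the arrays high in choroid plexus genes Osmr (-0.31, 0.33), Pecam1 (-0.41, 0.33), Hrh1 (0.23, 0.25) and Fkbp1b (0.96, 0.074) did not pass. With the choroid plexus list score as a covariate all 4 calls stayed, among 5. Hrh1 and Pecam1 were named here after their values were seen.
In LT alone, 7 probe sets were higher and 3 lower than in AC. Hrh1 rose with an adjusted p of 9.0e-06 (standard error 0.042), and every LT array lay above every AC array. Erbb2, a receptor tyrosine kinase, rose by 0.26, Hand2, a transcription factor, by 0.33, and the lipocalins Lcn1 and Lcn9 by 0.41 and 0.33 (adjusted p 0.039 to 0.047). Krt9, a keratin, rose by 0.31 (adjusted p = 0.047). Osmr fell by 0.37 (adjusted p = 0.015), Pecam1 by 0.57 (adjusted p = 0.039) and the fatty acid desaturase gene Fads3 by 0.27 (adjusted p = 0.040). Osmr did not pass without LT replicate 5 (-0.36, adjusted p = 0.058). Lcn1, Lcn9, Hand2, Erbb2 and Fads3 each did not pass without LT replicate 1, 3 or 5, AC replicate 3, YC replicate 1 or 3 or ST replicate 5, and all but Lcn1 also without LT replicate 6, AC replicate 4, YC replicate 5 or ST replicate 3 or 6. Further leave-outs that ended a call were AC replicate 2 for Lcn1, Lcn9, Hand2 and Erbb2, AC replicate 5 for Lcn1, Lcn9, Hand2 and Fads3, LT replicate 2 or YC replicate 4 for Lcn9 and Hand2, YC replicate 2 for Lcn9, and YC replicate 6 or ST replicate 2 or 4 for Hand2. Over these leave-outs the adjusted p of the 5 genes was 0.050 to 0.13. Pecam1, also named after its values were seen, did not pass without AC replicate 3, 4 or 5, LT replicate 1, 3, 5 or 6, YC replicate 1 or 5 or ST replicate 5 or 6 (0.051 to 0.11). Krt9, named likewise, did not without AC replicate 2, 3 or 5, LT replicate 1, 2, 3, 5 or 6, YC replicate 1, 2, 3, 4 or 5 or ST replicate 2, 3, 5 or 6 (0.051 to 0.12). Without the arrays high in choroid plexus genes 2 of the 10 were called again. Osmr (-0.35, adjusted p = 0.21), Lcn1 (0.43, 0.20), Lcn9 (0.32, 0.23), Hand2 (0.31, 0.25), Erbb2 (0.26, 0.20), Fads3 (-0.22, 0.21), Pecam1 (-0.45, 0.23) and Krt9 (adjusted p = 0.20) did not pass. With the choroid plexus list score as a covariate all 10 calls stayed, among 42. The count of 10 became 104 and 5 without AC replicates 1 and 3, 6, 4 and 4 without ST replicates 3, 5 and 6, 3, 4 and 4 without YC replicates 1, 3 and 5, 3, 4, 2 and 4 without LT replicates 1, 3, 5 and 6, and 3 without the arrays high in choroid plexus genes.
In ST alone, limma called 0 probe sets, as did the methods' one-way analysis of variance, and 1310 had an unadjusted p under 0.05. Those with the smallest p included Mov10, an RNA helicase, at -0.25 (adjusted p = 0.16), Grem1, an antagonist of bone morphogenetic proteins, at 0.35, Igfbp4, which binds insulin-like growth factors, at 0.27, and Dmc1, a recombinase, at -0.49 (adjusted p = 0.21 for each). The count in ST was 65 and 4 without AC replicates 1 and 2, and 1 without ST replicate 2.
Myelin genes had higher values in treated rats, with 24 of 25 above AC and a median of 0.12, though no member passed alone. Ermn, a myelin sheath protein, stood at 0.21 (adjusted p = 0.31) and Mbp, myelin basic protein, at 0.11 (adjusted p = 0.29). As a list they were shifted up at an adjusted p of 4.1e-08 (adjusted p = 0.64 with an estimated correlation), and at 0.11 without AC replicate 5. Microglial genes had a median of -0.10, with 28 of 33 below AC (adjusted p = 0.00070, and 0.76 as the adjusted p with an estimated correlation), and complement genes a median of -0.19, with 12 of 12 below (adjusted p = 0.00062, and 0.50 as the adjusted p with an estimated correlation). Without AC replicate 5 the microglial genes were shifted the other way (adjusted p = 0.58) and the complement genes were not called (adjusted p = 0.37).
By the template rule, 1233 of the aging-dependent genes (49.7%) were also altered by FKBP1b, 632 by LT only, 284 by ST only and 317 by both. Without the arrays high in choroid plexus genes, 837 were altered, 478 by LT only and 83 by ST only, and the count for both was 638 without AC replicate 1. For the mean of ST and LT, the count of 4 became 120 and 34 without AC replicates 1 and 2, 2 without AC replicate 4, 1 without AC replicate 3 or 5, and 0 without the arrays high in choroid plexus genes (limma).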

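Some genes met the template rule in both ST and LT, in either direction. S100a11, a calcium-binding protein of the S100 family, had log2 fold changes against AC of -0.53 in ST and -0.49 in LT, and Camk1, a calmodulin-dependent kinase, had -0.13 and -0.21. For S100a11 these were -0.29 and -0.24 without the arrays high in choroid plexus genes, and Camk1 had -0.079 in ST without AC replicate 5. A further S100a11 probe set, number 10796941, had -0.090 for the mean of ST and LT (adjusted p = 0.61). Krt17, a keratin, stood at 0.21 and 0.33, and Septin7, a filament-forming GTPase, at 0.11 and 0.10. Among aging-dependent genes, ST altered 601 (238 up and 363 down) and LT altered 949 (510 up and 439 down) at an unadjusted p of at most 0.05. Both raised 118 genes, against 48.9 for independent lists drawn from all 2480 aging-dependent genes, and both lowered 198, against 64.3. Of the 1233 FKBP1b-sensitive genes 1220 changed against aging, so raised genes come mostly from those lower in AC, and lowered genes from those higher. The numbers for independent lists are therefore too low, and the size of the excess cannot be read from them. With array medians made equal both raised 179 and lowered 132, so the balance of directions turned, while after quantile normalization it did not (138 and 171). ST and LT are compared with the same 5 AC arrays, so the lists are not independent. In 100 simulations with an aging effect, whole-array noise and no FKBP1b effect, 80.0 genes on average and up to 417 met the rule in both groups, against 307 among the same genes without blank values, which 2 of the 100 reached. These simulations held 1494 aging-dependent genes on average, against 2424 observed.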

Many more of these were altered by both ST and LT (166) than would be expected by chance if ST and LT treatments acted through independent mechanisms (*p* = 4.8E-9, binomial test). These results suggest that LT and ST *FKBP1b* treatments exerted similar transcriptional effects. To determine whether this agreement between ST and LT was limited primarily to the 166 genes in the overlap or instead reflected widespread similarity among most *FKBP1b*-sensitive genes, we tested the correlation between LT and ST effects across all 876 *FKBP1b*-sensitive genes. 

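Fn1, fibronectin of the extracellular matrix, had the same log2 fold change against AC in ST and LT (-0.71 in both). The values were -0.38 in ST and LT for Vim, and -0.22 and -0.23 for Flt1, a receptor for vascular endothelial growth factor. None of the 3 passed in ST (adjusted p = 0.21 to 0.28) or in LT (0.085 to 0.14), and ST and LT values share the AC arrays. Without the arrays high in choroid plexus genes Fn1 stood at -0.35 and -0.36 and Flt1 at -0.092 and -0.10. Values of opposite sign were -0.20 in ST and 0.091 in LT for Kcnmb1, a subunit of the calcium-activated potassium channel (-0.10 in ST without AC replicate 5), and -0.020 and 0.21 for the keratin gene Krt28, but neither passed between LT and ST (adjusted p = 0.17 and 0.16). ST and LT values had the same sign for 1119 of 1233 FKBP1b-sensitive genes (90.8%), and for 95.8% of these genes without the arrays high in choroid plexus genes. Simulations with no FKBP1b effect gave 88.8% on average, and 53 of 100 gave at least the 90.7% observed among genes without blanks. With the AC arrays divided between the ST and LT effects, the share averaged 82.1% over 20 divisions (69.5 to 90.4%).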

A highly significant proportion of *FKBP1b*-sensitive genes (822/876; 93.8%) were changed in the same direction by both ST and LT (*p* ≤ 1E-12, binomial test). 

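Large ST values went with large LT values for several genes, such as Cp at -0.58 in ST and -0.50 in LT and Ifitm3, an interferon-induced membrane protein, at -0.47 in both. Ogn, a small proteoglycan, stood at -1.13 and -0.44, and Nts at 0.73 and 0.56. None of these passed, and values of 3 of them lean on few AC arrays. Without AC replicate 5 Cp stood at -0.33 and -0.25 and Nts at 0.28 and 0.11, and Ogn in LT at -0.29 without AC replicate 3 and -0.18 without AC replicate 4, and in ST at -0.57 without the arrays high in choroid plexus genes. Over the 1233 FKBP1b-sensitive genes, Pearson's r between the ST and LT log2 fold changes was 0.70, with a covariance of 0.031. This r is across genes, which are not independent replicates. With the AC arrays divided between both effects, r averaged 0.42 (-0.11 to 0.70 over 20 divisions). Simulations with no FKBP1b effect gave an average r of 0.71, against 0.69 among genes without blanks. With RNA integrity number as a covariate r was 0.33, and without the arrays high in choroid plexus genes it was 0.88.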

Further, the effect sizes of ST and LT treatment genes (expressed as log2-fold change vs AC) were strongly correlated (*r* = 0.85, *p* = 1.3E-24; Pearson's test, data not shown). These results indicate that ST and LT *FKBP1b* treatments influenced gene expression similarly. 

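A direct comparison of LT with ST called Hrh1, chosen after its values were seen. Its signal was higher in LT by 0.39 on the log2 scale (standard error 0.040, adjusted p = 2.8e-05), and AC was lower than YC by a log2 fold change of -0.36 (adjusted p = 0.00013). Fkbp1b itself was 0.55 higher in LT (adjusted p = 0.12). No other probe set passed, and 1654 had an unadjusted p under 0.05. The count was 7 without ST replicate 1, 3 without AC replicate 4 or LT replicate 4, 2 without YC replicate 5, AC replicate 5 or LT replicate 2, and 3 without the arrays high in choroid plexus genes.
Several gene lists had higher or lower values in LT than in ST. Collagen genes had a median difference of 0.078 (adjusted p = 3.1e-06, and 0.45 as the adjusted p with an estimated correlation) and keratin genes of 0.082 (adjusted p = 1.3e-06, and 0.41 as the adjusted p with an estimated correlation). Col3a1, a fibrillar collagen, was 0.24 higher and Krt9 0.28 higher. Choroid plexus genes differed by 0.73 (adjusted p = 2.2e-13, and 0.43 as the adjusted p with an estimated correlation), and LT replicates 2 and 5 are among the arrays on which they were high.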

The ST and LT groups also performed nearly identically on all behavioral measures. Based on these similarities and because the genome ontology functional category analysis (see below) provides greater statistical confidence in overrepresentation of a given category with increasing numbers of genes assigned to that functional category, we combined the ST and LT lists of *FKBP1b*-sensitive genes into a single list, such that a gene was considered an *FKBP1b*-sensitive gene if it differed from ACs with ST and/or LT treatment.

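By the template rule, 13 FKBP1b-sensitive genes changed in the same direction with aging and treatment. S100b, a calcium-binding protein of astrocytes, had log2 fold changes of 0.086 for AC against YC, 0.066 for ST against AC and 0.082 for LT against AC. Pla2g7, which encodes platelet-activating factor acetylhydrolase, had 0.17, 0.20 and 0.18. Snapc2, a subunit of the complex that activates small nuclear RNA genes, had 0.099, 0.087 and -0.0052. Rasgrp3, a guanine nucleotide exchange factor, had 0.37 for AC against YC and 0.15 for ST against AC. The others were, named after their values were seen, Klk6, Kcnmb1, Nek2, Qdpr, Slc14a1, Ptgs1, Gfi1b, Padi2 and Atf7. Eif3g is not among the tested probe sets with 1 gene symbol. The remaining 1220 of 1233 genes (98.9%) changed in opposite directions with aging and FKBP1b. Both effects contain the AC arrays, and simulations with no FKBP1b effect gave 89.9% on average and up to 99.2%, with 3 of 100 as high as the 99.0% observed among genes without blanks. The number in the same direction was 8 without AC replicate 3, 20 without AC replicate 5, 28 without ST replicate 1 and 7 without the arrays high in choroid plexus genes.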

Remarkably, only four of the 876 aging-dependent and *FKBP1b*-sensitive genes (*Eif3g*, *Pla2g7*, *S100β*, and *Snapc2*) exhibited exacerbation of aging effects by *FKBP1b*, whereas the other 872 changed in opposite directions with aging and *FKBP1b* treatment. Accordingly, the anomalous four genes were excluded from functional category analyses and the remaining aging-dependent genes (2338) were parsed into one of four gene expression templates (Fig. 4, right, templates I–IV), which reflected direction of a gene's expression change with aging (up or down) and whether the gene did (Fig. 4, templates II and IV), or did not (Fig. 4, templates I and III) show the counteracting effect of *FKBP1b* treatment (LT or ST vs AC; *p* ≤ 0.05, Fisher's *post hoc* LSD).

To determine whether the number of genes identified in each template was greater than expected by chance, we ran a Monte Carlo simulation using the same statistical analysis and template assignment strategy, but with randomly generated numbers substituted for signal intensity values (see Materials and Methods). The numbers of genes actually observed for each reported pattern exceeded by >11-fold the number expected by chance based on the simulation (Fig. 4; ≤ 0.00001, binomial test for each pattern), indicating a strong biological effect.

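Template II held 620 genes and template IV held 600, against 531 in template I and 716 in template III. Template III genes had the highest signals, with a median of 469, against 274 in IV, 179 in I and 146 in II. Nr4a2 was in template II, at a signal of 1362 ± 110 (SD, n = 6) in YC, 993 ± 159 (SD, n = 5) in AC, 1253 ± 38 (SD, n = 6) in ST and 1091 ± 127 (SD, n = 6) in LT. Fn1 was in template IV, at 300 ± 7.7, 585 ± 220, 337 ± 14 and 339 ± 42 in the same order. With random normal values in groups of 6, 5, 6 and 6, a one-way analysis and the template rule gave on average 56.4 genes in template I, 78.6 in II, 56.4 in III and 78.1 in IV over 1000 iterations. The observed numbers, which come from limma's p values, were 9.41, 7.89, 12.7 and 7.68 times these one-way counts. In the random values, 58.3% of the genes called aging-dependent were also called FKBP1b-sensitive, against 49.7% observed. In 100 simulations with an aging effect and no FKBP1b effect, the share averaged 22.1% and reached 44.0%, against 49.5% among genes without blanks. They held 1494 aging-dependent genes on average, against 2424 observed, so the simulated and observed shares are not directly comparable. With array medians made equal, templates I to IV held 909, 993, 434 and 368 genes. Template II held 979 genes without AC replicate 1 and 306 without the arrays high in choroid plexus genes. From the excess over random numbers in each pattern, the paper concludes that the effect on gene expression is a strong biological one.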

### GO functional categories associated with genes matching each of the four template patterns (Fig. 4) of aging- and *FKBP1b*-sensitive genes (Table 1)

**Table 1.** Functional categories overrepresented by genes assigned to the four expression templates reflecting aging ± *FKBP1b* sensitivity

I. Downregulated with age, unchanged by *FKBP1b*	*n*	*p*-value	II. Downregulated with age, upregulated by *FKBP1b*	*n*	*p*-value
Serine hydrolase activity	18	0.0019	Cytoskeleton	39	9.6E-04
Cellular amino acid derivative biosynthesis	9	0.0029	Passive transmembrane transporter activity	19	0.0039
Integral to plasma membrane	27	0.0050	Extracellular region	41	0.0080
Amine metabolic process	27	0.0082	Ectoderm development	8	0.0249
Tissue morphogenesis	19	0.0150	Regulation of actin cytoskeleton	6	0.0265
Positive regulation of gene expression	36	0.0341	Metalloendopeptidase activity	6	0.0335
			Regulation of MAP kinase activity	8	0.0387

III. Upregulated with age, unchanged by *FKBP1b*	*n*	*p*-value	IV. Upregulated with age, downregulated by *FKBP1b*	*n*	*p*-value
Translational elongation	36	5.9E-23	Extracellular matrix	20	1.0E-04
Lysosome	35	2.7E-13	Primary transmemb. Transporter activity	11	9.1E-04
Immune system process	76	5.0E-11	Regulation of cell motion	15	0.0010
Endosomal part	12	3.4E-06	Basolateral plasma membrane	15	0.0021
Immune effector process	21	3.7E-06	Golgi cisterna	6	0.0027
Ribosomal small subunit biogenesis	7	2.0E-05	Blood vessel development	16	0.0035
Leukocyte activity during immune response	11	2.3E-05	Membrane-bounded vesicle	29	0.0076
Antigen processing and presentation	15	4.0E-05	Response to oxygen levels	13	0.0162
Response to stress	97	7.3E-05	Response to estrogen stimulus	10	0.0246
T cell activation	15	0.0010	Membrane organization	16	0.0247
Regulation of acute inflammatory response	8	0.0020	Intracellular transport	23	0.0281
Protein kinase cascade	26	0.0036	Organelle membrane	39	0.0385
Carbohydrate binding	25	0.0045	Homeostasis of number of cells	8	0.0419
Protein amino acid phosphorylation	44	0.0056			
Response to oxidative stress	18	0.0095			
Response to lipid	7	0.0134			
Cell-cell adhesion	17	0.0324			

Shown are gene ontology category annotations overrepresented by genes exhibiting expression patterns matching one of the four templates (Fig. 4) in direction of change and sensitivity to *FKBP1b* listed in order of significance. Left: Aging effect unchanged by *FKBP1b*. Right: Aging effect countered (opposite direction change) by *FKBP1b*. (*n*, number significant genes in category; *p*-value, modified Fisher's exact test/EASE score). Also see Table 1-1.

10.1523/JNEUROSCI.2234-17.2017.t1-1 Table 1-1 Individual genes assigned to each of the functional categories that are listed in Table 1. Functional categories are grouped by template (I-IV) assignment and listed in order of significance within template. In addition to listing the pathway name (Gene Ontology Annotations), number of genes (#), and overrepresentation p-value (p-value: DAVID modified Fisher's exact test/ EASE score), the individual aging-significant genes assigned to each pathway are also listed (and hyperlinked to www.genecards.org for additional information) alphabetically to the right of each p-value. reflecting aging +/- FKBP1b-sensitivity are shown. Left: Aging effect unchanged by FKBP1b. Right: Aging effect countered (opposite direction change) by FKBP1b. (#- number significant genes in category; p-value- modified Fisher's exact test/ EASE score), followed by list of gene symbols associated with that over-represented functional category for that template. Download Table 1-1, XLSX file

Lists of genes assigned to each of the four expression templates described above (Fig. 4) were uploaded separately to DAVID (Huang da et al., 2007) and the biological process, cellular component, and molecular function gene ontologies were interrogated. In each significant cluster, the most statistically overrepresented functional category by DAVID analysis with more than three genes was retained. The retained functional categories for each of the four templates are shown in Table 1 (for individual genes associated with each identified functional pathway, see Table 1-1).

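Neuronal genes were among those lower in AC than in YC and not altered by treatment. Nlgn3, a synaptic adhesion molecule, fell by 0.16 on the log2 scale (adjusted p = 0.011). Homer1, a scaffold protein of glutamate synapses, fell by 0.16 (adjusted p = 0.011) with every AC array below every YC array. Scn2b, a sodium channel subunit, fell by 0.14 (adjusted p = 0.021) and Atp6v1a, a subunit of the vacuolar proton pump, by 0.18 (adjusted p = 0.025). Scn2b did not pass without AC replicate 3 or 4 (-0.12, 0.063 for each), and Atp6v1a did not without YC replicate 2 (0.057) or 4 (0.053) or AC replicate 2 (0.056), 3 (0.057) or 4 (0.052). Nlgn3 (-0.10, 0.14), Homer1 (0.11), Scn2b (-0.083, 0.23) and Atp6v1a (0.082) did not pass without the arrays high in choroid plexus genes. Gad2, which makes the transmitter GABA, stood at -0.34 (adjusted p = 0.10) and met the template rule. Gad1, which encodes the other GABA-synthesizing enzyme and was looked up after the data were seen, had -0.29 (adjusted p = 0.15) and did not meet it.
Of 36 probe sets of synaptic vesicle and release genes, 4 followed this pattern (1.43 by chance, adjusted p = 0.31 from Fisher's exact test over all lists and patterns). Of 46 postsynaptic receptor and scaffold genes 5 did (1.83 by chance, adjusted p = 0.22), of 44 voltage-gated potassium and sodium channel genes 3 did, and 1 interneuron gene did. Of 55 keratin probe sets, 7 followed it (adjusted p = 0.050), and with 1 probe set for each gene 5 of 49 did (adjusted p = 0.29). The keratin call was lost without YC replicate 6, AC replicate 1, ST replicate 3, 4, 5 or 6, or LT replicate 1, 2 or 4, at adjusted p values of 0.055 to 0.40. Of 264 ribosomal protein probe sets, 0 followed it (10.5 by chance, adjusted p = 0.00063), and with 1 probe set for each gene the adjusted p was 0.45.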

Genes downregulated with aging and unchanged by *FKBP1b* (AC downregulated vs YC, template I) overrepresented GO annotations associated with neurotransmitter metabolism and biosynthesis in neurons. Their downregulation with aging may reflect a reduction of neuronal growth and synthetic processes.

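Many genes of protein synthesis, lysosomes and microglia were among those higher in AC than in YC that met no treatment criterion, and fewer of them met the criterion for lower values with treatment. Of 264 probe sets of cytosolic ribosomal proteins, 99 followed this pattern (14.2 by chance, adjusted p = 4.7e-56 from Fisher's exact test), and with 1 probe set for each gene 32 of 76 did (3.77 by chance, adjusted p = 2.4e-20). Fisher's test takes genes as independent, here and for every list, though they share the same arrays. Its p values and chance counts therefore do not measure variation between animals. Of 76 ribosomal protein genes, 20 were higher in AC and none was lower (31 adjusted over the list alone), though by small amounts, with a median of 0.076. Rpl38, a protein of the large subunit, rose by 0.19 and Rps6, a protein of the small subunit, by 0.11, but not without the arrays high in choroid plexus genes (0.069 and 0.060). Of 46 lysosomal genes, 22 were higher and none was lower (29 adjusted over the list alone), with a median of 0.13. Npc2, a carrier of cholesterol out of lysosomes, rose from 853 ± 26 (SD, n = 6) in YC to 1322 ± 252 (SD, n = 5) in AC (log2 fold change 0.61, adjusted p = 0.00037), and stood at 1195 ± 93 (SD, n = 6) in ST and 1193 ± 136 (SD, n = 6) in LT. Of 47 lysosomal probe sets, 19 followed the pattern (2.52 by chance, adjusted p = 5.2e-11).
Of 33 microglial probe sets, 15 followed it (1.77 by chance, adjusted p = 1.3e-09). Trem2, a lipid-sensing receptor of microglia, rose by 0.38 (adjusted p = 0.00086), with further log2 differences from AC of 0.093 in ST and 0.042 in LT. Apoe, the apolipoprotein made by astrocytes, rose by 0.13 (adjusted p = 0.0040), with 0.0020 in ST and 0.0096 in LT. Of 46 probe sets of MHC and antigen presentation, 8 followed the pattern (2.47 by chance, adjusted p = 0.027), of 38 interferon genes 9 did (2.04 by chance, adjusted p = 0.0019), and of 12 complement genes 4 did (0.64 by chance, adjusted p = 0.027). The MHC call was lost without YC replicates 3, 4, 5 or 6, AC replicates 1, 3, 4 or 5, ST replicate 2, or LT replicate 2 or 6, each left out alone (0.052 to 0.55). The interferon call was lost without YC replicate 3 (0.20), and the complement call without AC replicate 1 (0.11), 2 (0.095) or 4 (0.17) or ST replicate 2 (0.55). Without the arrays high in choroid plexus genes these 3 calls were lost (0.34, 0.066 and 0.13), and microglial scores were highest on AC replicate 5.
As lists in AC against YC, ribosomal and lysosomal genes were shifted up at adjusted p values of 5.5e-12 (adjusted p = 0.18 with an estimated correlation) and 5.2e-12 (adjusted p = 0.13 with an estimated correlation).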

Genes upregulated with aging and unchanged by *FKBP1b* (AC upregulated vs YC, template III) very strongly overrepresented functional categories associated with upregulated translational elongation, lysosome activity, and immune signaling, which appear to reflect major turnover of proteins, cholesterol transport, and new biosynthesis of apolipoproteins by astrocytes, as well as activated neuroinflammatory signaling by microglia. Similar patterns have been seen in multiple studies (Weindruch and Prolla, 2002; Blalock et al., 2003; Rowe et al., 2007; Kadish et al., 2009; VanGuilder et al., 2011; Chen et al., 2013). Surprisingly, inflammatory responses have generally not been found to correlate closely with learning or memory (Rowe et al., 2007; Kadish et al., 2009; VanGuilder et al., 2011) and their resistance to counteraction by *FKBP1b*, seen here, extends those prior findings.

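Part of the keratin genes were lower in AC than in YC, and most keratin genes had higher values in LT than in AC without passing alone. Of 49 keratin genes, 15 were lower in AC than in YC and none was higher (26 lower adjusted over the list alone), with a median log2 fold change of -0.19. Krt83 fell from 301 ± 19 (SD, n = 6) to 175 ± 24 (SD, n = 5), by 0.79 (standard error 0.17, adjusted p = 0.0075), and stood at 228 ± 68 (SD, n = 6) in ST and 253 ± 56 (SD, n = 6) in LT. Krt33b fell by 0.44 (adjusted p = 0.023) and had values of 0.16 in ST and 0.41 in LT against AC (adjusted p = 0.70 and 0.16). The fall of Krt33b did not pass without YC replicate 6 or AC replicate 2 (0.054 for each) or without the arrays high in choroid plexus genes (0.068). The keratin genes are dim here, with a median signal of 67.0. Lists of random genes matched for signal had a median of -0.042 (-0.091 to 0.0047) in AC against YC. In LT against AC their median was 0.020 (-0.016 to 0.057), so such genes leaned the same ways, by less. Keratin scores were low on the arrays with the lowest median signals, AC replicate 2 (-0.21) and ST replicates 3, 4 and 5 (-0.077, -0.13 and -0.095). AC replicate 3, at a median signal of 139, had -0.10. Whether keratin scores follow the distribution of values on each array was not tested.
Of 55 keratin probe sets, 17 followed the pattern of lower with aging and higher with ST or LT, and 9 of these are genes of Table 2, which the study chose on these arrays. Of the other 46, 8 followed it (2.03 by chance, adjusted p = 0.011 from Fisher's exact test, a test chosen after seeing the data). That call was lost without AC replicate 2 (1 probe set, 0.98) or 5 (6, 0.18), LT replicate 3 (6, 0.094), 5 (6, 0.066) or 6 (5, 0.26) and without the arrays high in choroid plexus genes (4, 0.17), and 14 followed the pattern without AC replicate 1. As a list, keratin genes were shifted down in AC against YC (adjusted p = 2.0e-10, and 0.13 as the adjusted p with an estimated correlation) and up in LT against AC, where 1 was higher and none lower (5 higher adjusted over the list alone; median 0.13, adjusted p = 1.6e-09, and 0.28 as the adjusted p with an estimated correlation). In ST alone the list was not called (median 0.042, adjusted p = 0.15), and ST replicates 3 to 6 scored -0.13 to -0.077, within the range of the AC arrays (-0.21 to -0.0040). Without the genes of Table 2, the other 40 keratin genes had medians of -0.16 in AC against YC (adjusted p = 3.3e-07, and 0.19 as the adjusted p with an estimated correlation) and 0.11 in LT against AC (adjusted p = 3.0e-05, and 0.81 as the adjusted p with an estimated correlation). For the mean of ST and LT the median of all keratin genes was 0.083, with 40 of 49 above AC (adjusted p = 5.8e-06, and 0.46 as the adjusted p with an estimated correlation).
Of 25 collagen genes, 5 were lower in AC and none was higher (10 lower adjusted over the list alone). Col7a1, of anchoring fibrils, fell by 0.24 (adjusted p = 0.018, and 0.12 without the arrays high in choroid plexus genes), and the list was shifted down (median -0.11, adjusted p = 0.00063, and 0.50 as the adjusted p with an estimated correlation). Of 27 collagen probe sets, 6 followed the pattern (1.25 by chance, adjusted p = 0.013). That call was lost without AC replicates 1, 2, 3 or 4 or LT replicate 5 or 6, each left out alone (0.10 to 0.95), with RNA integrity number as a covariate (0.86) and without the arrays high in choroid plexus genes (0.99). In LT against AC collagen genes were shifted up (median 0.073, adjusted p = 0.0085, and 0.94 as the adjusted p with an estimated correlation), but not without AC replicate 2 (0.22) or 3 (0.062), and in ST the list was not called (median -0.0074, adjusted p = 0.14). The lowest collagen scores were on AC replicate 2 and ST replicates 3, 4 and 5 (-0.15 to -0.093), the arrays with the lowest median signals. Of 44 microtubule and tubulin probe sets, 4 followed the pattern, 3 of them genes of Table 2 (2.05 by chance, adjusted p = 0.60), and of 49 actin cytoskeleton probe sets 2 did.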

Genes downregulated with aging and upregulated by *FKBP1b* (AC downregulated vs YC, *FKBP1b* upregulated vs AC, template II) strongly overrepresented GO categories related to intracellular and extracellular structure, including: cytoskeleton, extracellular region passive transmembrane transporter activity, ectoderm development, regulation of actin cytoskeleton organization, and regulation of MAP kinase activity (Table 1), as considered further in Discussion.

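Part of the vascular, matrix and meningeal genes were higher in AC than in YC and had lower values in ST and LT, though the meningeal list was not called in LT. Of 36 genes of endothelial cells and pericytes, 11 were higher in AC and none was lower (18 and 1 adjusted over the list alone), with a median log2 fold change of 0.15. Cldn5, of endothelial tight junctions, rose from 232 ± 16 (SD, n = 6) in YC to 327 ± 58 (SD, n = 5) in AC (0.48, adjusted p = 0.0014), and stood at 266 ± 8.5 (SD, n = 6) in ST and 263 ± 18 (SD, n = 6) in LT. Abcb1a, a drug transporter of the blood-brain barrier, rose by 0.42 (adjusted p = 0.00029), with -0.16 in ST and -0.19 in LT against AC. Eng, endoglin, rose by 0.31 (adjusted p = 0.00084), with -0.17 in ST and -0.20 in LT. Of 35 genes of proteoglycans and matrix, 6 were higher and 1 lower (12 and 1 adjusted over the list alone). Lamc1, a laminin of basement membranes, rose by 0.30 (adjusted p = 0.00078), with -0.21 in LT, and Hapln1, a link protein of the matrix around neurons, fell by 0.29, but not without the arrays high in choroid plexus genes (0.13). Of 38 genes of meninges and fibroblasts, 6 were higher and 1 lower (14 and 1 adjusted over the list alone). Slc22a8, an organic anion transporter, rose by 0.76 (adjusted p = 0.024), with -0.68 in ST. It did not pass without AC replicate 3 (0.67, adjusted p = 0.068) or 4 (0.60, 0.076), and stood at 0.43 without the arrays high in choroid plexus genes.
The pattern of higher with aging and lower with treatment held for 13 of 37 endothelial probe sets (1.66 by chance, adjusted p = 9.5e-08 from Fisher's exact test), 10 of 35 matrix probe sets (1.57 by chance, adjusted p = 3.7e-05) and 13 of 38 meningeal probe sets (1.71 by chance, adjusted p = 1.2e-07). The meningeal call was lost with the choroid plexus score as a covariate (0.23). On the 4 arrays high in choroid plexus genes, blood cell genes averaged 0.42 log2 units more than on the other AC and LT arrays, through AC replicates 3 and 4 (scores of 0.69 and 0.72, at most 0.10 on any other array), meningeal genes 0.36 more, matrix genes 0.14, interferon genes 0.10 and endothelial genes 0.067. Endothelial scores were 0.16, 0.17 and 0.18 on AC replicates 3, 4 and 5, and -0.025 and 0.0042 on AC replicates 1 and 2. The pattern also held for 11 of 38 interferon genes (1.71 by chance, adjusted p = 1.1e-05), 5 of 12 complement genes (0.54 by chance, adjusted p = 0.0016) and 8 of 47 lysosomal probe sets (2.11 by chance, adjusted p = 0.012). The interferon call was lost without AC replicate 4 (0.17) or 5 (0.060) and without the arrays high in choroid plexus genes (0.13). The complement call was lost without AC replicate 5 (0.85) or ST replicate 1 (0.097) or 5 (0.11), and the lysosomal call without AC replicate 4 (0.95) or 5 (0.87) or ST replicate 1 (0.099), 3 (0.12) or 5 (0.12).
With ST and LT averaged, the endothelial list was shifted down against AC (median -0.11, 30 of 36 genes below, adjusted p = 1.4e-09), as were the meningeal list (median -0.18, 29 of 38 below, adjusted p = 1.8e-08) and the matrix list (median -0.050, 24 of 35 below, adjusted p = 7.3e-05). For each of these 3 lists the adjusted p = 0.055 with an estimated correlation. Adjusted over the list alone, 11 endothelial, 9 meningeal and 10 matrix genes were lower, and over all genes Pecam1 was, though not without AC replicate 3, 4 or 5. Interferon genes were shifted down as well (median -0.077, 30 of 38 below, adjusted p = 1.6e-05, and 0.54 as the adjusted p with an estimated correlation). In LT alone, without the genes of Tables 2 and 3, the meningeal list was not called by camera (median -0.12, adjusted p = 0.10). The endothelial and matrix lists were (2.2e-05 and 0.031), but not with an estimated correlation (0.78 and 0.81). Meningeal scores were 0.31 and 0.40 on LT replicates 2 and 5, and 0.30 and 0.40 on AC replicates 3 and 4.
In AC against YC the endothelial, matrix and meningeal lists were shifted up at adjusted p values of 5.2e-07, 0.0037 and 0.0017 (adjusted p = 0.13, 0.17 and 0.35 with an estimated correlation).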

Genes upregulated with aging and downregulated by *FKBP1b* (AC upregulated vs YC, *FKBP1b* downregulated vs AC, template IV) overrepresented GO category annotations related to extracellular remodeling and transporter activity, including extracellular matrix, primary transmembrane transporter activity, blood vessel development, regulation of cell motion, and membrane-bounded vesicle (Table 1), potentially reflecting extracellular reorganization, glial and endothelial cell cytokinesis, and transport of substances between activated cells.

### MAP2: downregulation with aging and restoration by *FKBP1b* (Fig. 5, Table 2)

**Figure 5.**
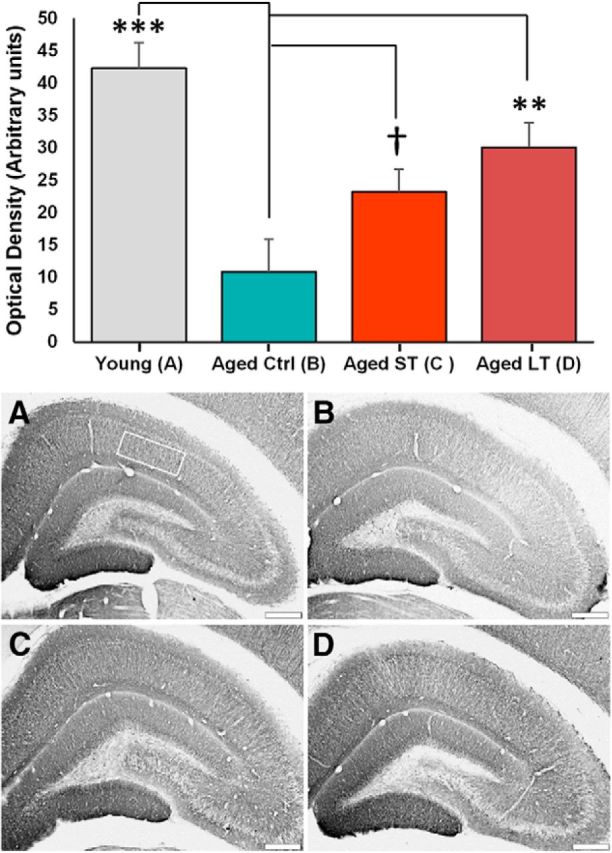
*FKBP1b* counters the age-related decrease in hippocampal MAP2 protein expression. Top, Semiquantitative measures of MAP2 IHC staining densities plotted as a function of treatment. Statistical analysis revealed a significant effect (*p* = 0.0015; one-way ANOVA) with a significant decrease from YC to AC that was countered by ST FKPB1b (**p ≤ 0.01, ***p ≤ 0.001, †n.s. trend *p* = 0.06; *post hoc* Fisher's pLSD vs AC). Bottom, Immunostaining for hippocampal MAP2 expression. Representative photomicrographs are shown from YC (rectangle defines region of quantitation; ***A***), AC (***B***), aged ST *FKBP1b* (***C***), and aged LT *FKBP1b* (***D***). Scale bar, 500 μm.

**Table 2.** *FKBP1b* counters age-related downregulation of cytoskeletal gene expression

Gene	Description	Controls		Short- term	Long-term	ANOVA *p*-value
		Young	Aged			
*Actr1a*	ARP1 actin-related prot0.1 homolog A	843 ± 10	753 ± 18	811 ± 15	801 ± 15	0.0046
*Add1*	adducin 1 (alpha)	2156 ± 15	2051 ± 38	2155 ± 20	2061 ± 24	0.0096
*Arl8b*	ADP-ribosylation factor-like 8B	3935 ± 28	3603 ± 86	3778 ± 43	3817 ± 40	0.0037
*Calm2*	calmodulin 2	8691 ± 58	8281 ± 104	8606 ± 33	8449 ± 69	0.0037
*Ccdc99*	coiled-coil domain containing 99	91 ± 2	77 ± 1	90 ± 3	81 ± 2	0.0007
*Cort*	cortistatin	296 ± 2	272 ± 8	274 ± 5	294 ± 5	0.0068
*Csrp3*	cysteine and glycine-rich protein 3	54 ± 1	43 ± 2	47 ± 2	51 ± 2	0.001
*Csta*	cystatin A (stefin A)	105 ± 4	84 ± 2	95 ± 4	104 ± 7	0.0181
*Dnai2*	dynein, axonemal, intermediate chain 2	80 ± 2	70 ± 4	73 ± 2	81 ± 3	0.0311
*Emd*	emerin	752 ± 5	707 ± 10	739 ± 9	708 ± 8	0.0015
*Gphn*	gephyrin	839 ± 10	774 ± 28	847 ± 8	810 ± 14	0.0296
*Kb23*	type II keratin Kb23	301 ± 8	175 ± 10	228 ± 28	253 ± 23	0.0027
*Kifap3*	kinesin-associated protein 3	2442 ± 26	2264 ± 23	2373 ± 24	2366 ± 20	0.0007
*Krt10*	keratin 10	73 ± 3	59 ± 2	61 ± 2	73 ± 5	0.0127
*Krt17*	keratin 17	65 ± 2	53 ± 2	62 ± 2	67 ± 2	0.0012
*Krt23*	keratin 23 (histone deacetylase inducible)	59 ± 2	52 ± 1	55 ± 2	61 ± 2	0.0117
*Krt24*	keratin 24	55 ± 1	47 ± 1	51 ± 1	51 ± 1	0.0014
*Krt28*	keratin 28	99 ± 3	87 ± 3	86 ± 2	101 ± 4	0.0037
*Krt33b*	keratin 33B	166 ± 9	122 ± 4	137 ± 8	164 ± 11	0.0064
*Krt9*	keratin 9	153 ± 3	121 ± 4	123 ± 4	149 ± 4	6.0E-06
*Krtap1–5*	keratin associated protein 1–5	66 ± 3	55 ± 3	58 ± 0	64 ± 1	0.0174
*Lmnb2*	lamin B2	121 ± 1	111 ± 3	118 ± 2	123 ± 3	0.0238
*Mk1*	Mk1 protein	61 ± 2	51 ± 2	59 ± 1	54 ± 3	0.0176
*Myoz3*	myozenin 3	359 ± 2	336 ± 8	359 ± 6	357 ± 6	0.0478
*Pfn2*	profilin 2	3277 ± 33	2970 ± 63	3134 ± 33	3138 ± 24	0.0006
*Pja2*	praja ring finger 2	4192 ± 50	3998 ± 53	4203 ± 26	4060 ± 13	0.0037
*Ppp2ca*	protein phosphatase 2 alpha	4039 ± 35	3762 ± 46	3946 ± 15	3929 ± 24	0.0001
*Ppp4c*	protein phosphatase 4, catalytic subunit	739 ± 13	648 ± 32	689 ± 12	742 ± 11	0.0063
*Prph*	peripherin	96 ± 3	82 ± 2	87 ± 2	95 ± 5	0.0309
*Sec62*	SEC62 homolog (S. cerevisiae)	1106 ± 9	1044 ± 6	1095 ± 19	1085 ± 14	0.031
*Sept4*	septin 4	2445 ± 66	2035 ± 145	2392 ± 77	2371 ± 68	0.0313
*Sept7*	septin 7	2249 ± 25	2123 ± 40	2288 ± 28	2279 ± 36	0.0115
*Shroom4*	shroom family member 4	141 ± 2	115 ± 5	126 ± 5	136 ± 6	0.0138
*Tmem200a*	transmembrane protein 200A	2344 ± 36	2001 ± 46	2072 ± 50	2303 ± 29	2.0E-05
*Tns4*	tensin 4	64 ± 1	56 ± 2	60 ± 1	66 ± 2	0.0008
*Trim32*	tripartite motif-containing 32	1640 ± 15	1482 ± 23	1494 ± 36	1608 ± 28	0.0009
*Trip10*	thyroid hormone receptor interactor 10	252 ± 6	224 ± 7	241 ± 8	261 ± 8	0.0158
*Tuba1c*	tubulin, alpha 1C	2354 ± 28	2131 ± 27	2150 ± 43	2309 ± 33	0.0003
*Ywhaz*	tyrosine 3/5-monooxygenase zeta	5666 ± 36	5491 ± 47	5655 ± 38	5506 ± 37	0.0074

Gene symbols, descriptions, mean expression level (± SEM) per group, and one-way ANOVA *p*-values are reported. Genes shown are the 39 cytoskeletal category genes identified in Table 1 (template II) that were downregulated significantly with aging and upregulated by *FKBP1b* treatment.

The “cytoskeleton” category was the most statistically significant downregulated with aging and upregulated by *FKBP1b* functional category and has been consistently identified as being age dependent in our prior studies on hippocampal gene expression associations with memory (Blalock et al., 2003; Rowe et al., 2007; Kadish et al., 2009). Accordingly, to confirm that these gene expression alterations were reflected in cytoskeletal changes at the protein level, we used semiquantitative IHC to analyze MAP2, an abundant somatodendritic MAP that reflects general microtubular structure (Fig. 5). 

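Of the 39 genes of Table 2, 33 were matched to a tested probe set, and 20 of them were lower in AC than in YC while 13 did not pass. The study chose these genes on the same arrays, so the count is not independent evidence of their direction. Pfn2, the actin-binding protein profilin 2, fell by 0.14 on the log2 scale (adjusted p = 0.0070), with mean signals of 3277 in YC, 2969 in AC, 3135 in ST and 3138 in LT. Tuba1c, an alpha tubulin, fell by 0.14 (adjusted p = 0.014), with 2354, 2131, 2150 and 2309. Actr1a, a subunit of the dynactin complex, fell by 0.17 (adjusted p = 0.014), and Prph, the intermediate filament peripherin, by 0.23 (adjusted p = 0.042). Prph did not pass without YC replicate 2, 3, 4 or 6 or AC replicate 1, 3 or 4 (0.051 to 0.095). Without the arrays high in choroid plexus genes Pfn2 (-0.13, 0.063), Tuba1c (-0.14, 0.085), Actr1a (-0.16, 0.090) and Prph (-0.19, 0.23) did not pass. Csrp3, a muscle LIM protein, fell by 0.33 (adjusted p = 0.0059) at low signals of 54.0 in YC and 43.2 in AC. Septin4 had a log2 fold change of -0.28 (adjusted p = 0.052) and Add1, the actin-capping protein adducin, of -0.073 (adjusted p = 0.12). Map2, a microtubule-associated protein of dendrites that is not in Table 2, stood at 0.0062 (adjusted p = 0.93). Of the 33 genes, 12 had a mean YC signal under 100.
For all 33 the mean of ST and LT lay above AC, and 25 in LT and 16 in ST were higher at an unadjusted p of at most 0.05 and 9 in both. At an adjusted p under 0.05, Krt9 was higher in LT (not without the arrays high in choroid plexus genes, 0.20), and limma called 0 in ST, where the lowest adjusted p was 0.24. Krt17 and the focal adhesion gene Tns4 stood at 0.33 and 0.26 in LT (adjusted p = 0.053 for each). By the template rule, 31 of the 33 were in template II, and Ywhaz and Sec62 were in none. By the methods' one-way analysis of variance both were in template II. Tests of these genes as a list are not given here, since the genes were chosen on these arrays for such changes.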

MAP2 protein expression was significantly reduced (*F*_(3,18)_ = 7.792, *p* = 0.0015, ANOVA, **post hoc pLSD *p* ≤ 0.001) with age and rescued by LT treatment (pLSD *p* ≤ 0.01) and possibly ST treatments (borderline significant, pLSD *p* = 0.06), consistent with the view that the cytoskeletal genomic alterations are reflected in overall function and protein structure of the cytoskeleton.

### Possible downstream mediators of *FKBP1b* effects

#### Calpain-1, calcineurin, and other Ca^2+^-related genes (Table 3)

**Table 3.** *FKBP1b* counters age-related gene expression changes in key calcium-signaling pathways

Gene	Description	Controls		Short-term	Long-term	ANOVA *p*-value
		Young	Aged			
Downregulated with age, upregulated by *FKBP1b*						
*Cab39*	Calcium binding protein 39	1499 ± 15	1387 ± 30	1483 ± 16	1469 ± 19	0.0074
*Cabp4*	Calcium binding protein 4	193 ± 02	162 ± 07	170 ± 07	181 ± 04	0.0034
*Calm2*	Calmodulin 2	8691 ± 58	8281 ± 104	8606 ± 33	8449 ± 69	0.0037
*Calpns1*	Calpain, small subunit 1	2910 ± 18	2755 ± 28	2929 ± 24	2838 ± 55	0.0129
*Ppp3cb*	Protein phosphatase 3 (calcineurin), catalytic subunit, beta	3295 ± 36	2942 ± 72	3054 ± 41	3198 ± 53	0.0009
Upregulated with age, downregulated by *FKBP1b*						
*Camk1*	Calcium/calmodulin-dependent protein kinase I	231 ± 04	262 ± 11	238 ± 06	226 ± 04	0.0089
*Capn1*	Calpain 1, large subunit	191 ± 04	206 ± 04	198 ± 04	186 ± 02	0.0080
*Cib1*	Calcium and integrin binding 1 (calmyrin)	145 ± 03	173 ± 03	164 ± 03	156 ± 06	0.0012
*Orai1*	ORAI calcium release-activated calcium modulator 1	264 ± 04	279 ± 05	263 ± 03	270 ± 03	0.0389
*S100a11*	S100 calcium binding protein A11 (calgizzarin)	205 ± 11	329 ± 40	221 ± 13	228 ± 15	0.0049
*S100a6*	S100 calcium binding protein A6	95 ± 02	114 ± 05	103 ± 02	105 ± 01	0.0018

Gene symbols, descriptions, mean expression level (± SEM) per group, and one-way ANOVA *p*-values are reported. Genes presented are associated in the gene ontology category with calcium-related pathways and are altered significantly with aging and countered by *FKBP1b* treatment.

Because *FKBP1b* is a negative regulator of hippocampal neuronal Ca^2+^ transients (Gant et al., 2011, 2015), it seemed feasible that pathological Ca^2+^-related signaling during aging might be restored to young levels by *FKBP1b* overexpression. We therefore identified all Ca^2+^-related genes on the microarray and determined which showed age-related changes in gene expression that were significantly countered by *FKBP1b* treatment (i.e., met the criteria for template II or IV in Fig. 4). 

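Genes of calcium signaling changed in both directions with aging. Of 86 such genes, 8 were higher and 8 lower in AC than in YC (8 and 9 adjusted over the list alone), and the list was not called (median -0.038, adjusted p = 0.50). Itpr3, a calcium release channel of the endoplasmic reticulum, fell by 0.22 on the log2 scale (adjusted p = 0.0032). S100a6 and Cib1, calcium-binding proteins, rose by 0.26 (adjusted p = 0.0044) and 0.25 (adjusted p = 0.0062). Ppp3cb, a catalytic subunit of calcineurin, fell by 0.16 (adjusted p = 0.0099, and 0.072 without the arrays high in choroid plexus genes), and Ppp3cc, another catalytic subunit, had a log2 fold change of -0.0043 (adjusted p = 0.93). Capn1, the protease calpain 1, stood at 0.10 in AC against YC (adjusted p = 0.092) and -0.14 in LT against AC (adjusted p = 0.15). Orai1, the store-operated calcium channel, stood at 0.079 in AC (adjusted p = 0.12) and -0.085 in ST (adjusted p = 0.42), and met no template by limma, while by the methods' one-way analysis of variance it was in template IV. S100a11 rose by 0.64 (adjusted p = 0.017), but not without AC replicate 3 (0.56, adjusted p = 0.053) or 4 (0.53, 0.055) or the arrays high in choroid plexus genes (0.40, adjusted p = 0.20). A further S100a11 probe set, number 10796941, stood at 0.048 (adjusted p = 0.69), and did not show the rise.
Of the 11 genes of Table 3, 10 were matched to a tested probe set, of which 4 were higher and 3 lower in AC (the study chose them on these arrays, which is not independent evidence). The probe set matched for Calm2 has other signals than the table gives, and no probe set carries the symbol Calpns1. Capns1, the small calpain subunit, was tested and is not counted among the 10; its mean signals of 2910, 2755, 2929 and 2838 are those of that entry, and its value was -0.079 in AC (adjusted p = 0.096). Limma called 0 of the 10 in ST or LT, where the lowest adjusted p was 0.32 in ST and 0.13 in LT; 6 in ST and 8 in LT had an unadjusted p of at most 0.05. Of 90 calcium signaling probe sets, 7 followed template II (4.18 by chance, adjusted p = 0.72 from Fisher's exact test) and 7 template IV (4.05 by chance, adjusted p = 0.58).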

Although Ca^2+^-related genes as a category did not show significant overrepresentation of genes with aging changes that were countered by *FKBP1b*, the genes for two Ca^2+^-sensitive enzymes frequently associated with brain aging, neuronal plasticity, and AD, Cpn-1 (calpain-1) and Ppp3cc (calcineurin, Nixon et al., 1994; Rozkalne et al., 2011; Furman and Norris, 2014), as well as a Ca^2+^ release-activated Ca^2+^ channel (ORAI1) were altered by aging and restored by *FKBP1b* treatment (Table 3). Therefore, these Ca^2+^-related genes may be sensitive downstream mediators of some aspects of both age-dependent neuronal Ca^2+^ dyshomeostasis and restoration of regulation by overexpression of *FKBP1b*.

#### mTOR pathway genes

Genes in the mTOR pathway were also of specific interest because this pathway is inhibited by the immunosuppressant drug rapamycin via complex formation with *FKBP1b*/1a. Moreover, FKBP1a, a close isoform of *FKBP1b*, negatively regulates mTOR in the brain, even in the absence of rapamycin (Hoeffer et al., 2008). These interactions of FKBPs and mTOR appear to occur independently of *FKBP1b*/1a-dependent regulation of Ca^2+^ release from RyRs. Therefore, to determine whether mTOR pathway expression is altered by *FKBP1b* activity, we investigated mTOR pathway gene expression relative to *FKBP1b* overexpression. Twenty-four mTOR pathway genes were identified by searching the GO database and the literature (Johnson et al., 2013). Of these 24, only two, Hif1an and Nfkb1, were significantly altered with both age (upregulated) and *FKBP1b* (downregulated), showing that the mTOR pathway was not statistically overrepresented by *FKBP1b*-sensitive genes (n.s., *p* = 0.78, binomial test). 

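Few genes of the mTOR pathway differed between AC and YC. Of 43 such genes, 4 were higher and none was lower (5 and 1 adjusted over the list alone), with a median log2 fold change of 0.040 (adjusted p = 0.14 for the list). Mtor itself, the kinase, stood at 0.055 (adjusted p = 0.39). Pdk1, a kinase that inhibits pyruvate dehydrogenase, rose by 0.24 (adjusted p = 0.0024), Stat3, a transcription factor, by 0.24 (adjusted p = 0.0073), and the ribosomal protein gene Rps6 by 0.11 (adjusted p = 0.014, and 0.060 without the arrays high in choroid plexus genes). Nfkb1, a subunit of NF-kappa B, rose by 0.13 (adjusted p = 0.023), but not without AC replicate 2 (0.12, adjusted p = 0.054) or the arrays high in choroid plexus genes (0.15, 0.068), with values against AC of -0.058 in ST and -0.095 in LT. Hif1an had mean signals of 234 in YC, 249.6 in AC, 255 in ST and 223 in LT, and its value was 0.093 in AC against YC (adjusted p = 0.11) and -0.16 in LT against AC (adjusted p = 0.087). By the template rule both Nfkb1 and Hif1an were in template IV. Of the 43 genes, 1 was in template I, 0 in II, 4 in III and 3 in IV (1.93 by chance, adjusted p = 0.89 for IV from Fisher's exact test). This list was written from general knowledge of the pathway and is not the set of 24 genes that the paper searched.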

Protein–protein interactions importantly regulate mTOR signaling. Nevertheless, the lack of change in mTOR pathway gene expression suggests that *FKBP1b*'s genomic effects were not mediated by the mTOR pathway.

## Discussion

The present studies provide the first evidence that *FKBP1b*, a negative regulator of intracellular [Ca^2+^], modulates a previously unrecognized genomic network regulating structural organization of the brain. In the hippocampus, this network appears to be specifically targeted and dysregulated by aging. However, as shown here, *FKBP1b* overexpression can largely reverse or prevent aging-dependent alterations in gene expression in the network. In this study, *FKBP1b* overexpression restored regulation of this network in parallel with cognitive rescue in the same aged rats. Therefore, this genomic evidence adds strong new support for the hypothesis that *FKBP1b* is a linchpin of neuronal homeostasis that functions at multiple levels, including regulation of Ca^2+^, maintenance of structural integrity, and preservation of cognitive function.

### Aging-induced changes in gene expression

As in our prior work, we found a high proportion of hippocampal genes (2342/14,928) that were altered significantly with aging (Fig. 4, the “aging effect”). Further, the expression levels of 37% of these aging-altered genes also differed significantly between AC and aged *FKBP1b* rats (876/2342 genes, the “*FKBP1b* effect”). Regardless of whether the aging effect for a given gene was upregulation or downregulation, *FKBP1b* shifted the expression levels for essentially all of these genes (872 of 876, 99.5%) back toward their YC levels. This remarkably consistent restorative action of *FKBP1b* strongly suggests that disruption of *FKBP1b* or closely associated molecules may underlie a significant portion of the aging effect for the 872 *FKBP1b*-regulated genes.

Nevertheless, deficient *FKBP1b* function does not account for all aspects of genomic change with brain aging. Of the aging-altered genes, a majority (1462/2342, ∼63%) were not affected by *FKBP1b* overexpression. Notably, those associated with upregulated glial-inflammatory processes were unaffected by FKPB1b (Table 1). Therefore, it appears that other aging processes (e.g., glial) also modulate hippocampal transcription, but operate independently from or upstream of the *FKBP1b*-sensitive genomic network.

### *FKBP1b* overexpression reveals an apparent genomic network that regulates neuronal structure and is targeted by aging

*FKBP1b*-restored genes were predominantly associated with GO functional categories related to diverse components of brain structure. In particular, “cytoskeleton,” “passive membrane transport” (ion channel proteins that add structure to lipid bilayer membranes), and “extracellular region” were the three functional categories most overrepresented by genes with expression that declined with aging and increased with *FKBP1b* (Table 1). The “cytoskeleton “category was represented by numerous genes related to actin, intermediate filaments, and microtubule assembly, whereas the extracellular region category was represented by multiple genes encoding collagens and matrix metalloproteinases, two families essential for extracellular matrix assembly/remodeling. Similarly, among genes with expression that increased with aging and declined with *FKBP1b*, the most overrepresented category was “extracellular matrix,” which, despite also focusing on extracellular space, was represented by a markedly different group of genes. The “extracellular matrix” category included genes encoding proteoglycans, growth factors, and other proteins associated with glial activation and blood vessel development (Table 1 and Table 1-1). These patterns of expression in *FKBP1b*-sensitive aging genes appear to reflect an aging-related shift in biosynthetic activity and differentiation from neuronal and extracellular structure to glial processes/compartments. The disparate structural systems altered by aging and restored by *FKBP1b* suggest the operation of a novel genomic network that coordinates structural assembly among diverse brain components. This network is particularly targeted by aging, but the disruptive effects of aging can, as shown here, be prevented or reversed by *FKBP1b* overexpression in neurons.

It seems of considerable interest that cytoskeletal remodeling in dendritic spines has been shown to play a critical role in LTP (Lynch and Baudry, 1987; Lynch et al., 2008; Briz and Baudry, 2016). In the present study, cytoskeletal gene downregulation with aging and protection by *FKBP1b* was among the major effects and was confirmed at the protein level by IHC analyses of MAP2, the primary MAP of somatodendritic compartments (Fig. 5). However, more than one *FKBP1b*-associated process likely participates in memory formation. Accordingly, defining the precise pathways linking *FKBP1b* overexpression to counteraction of age-related memory decline will require substantial further study.

The gene encoding calpain-1, a major Ca^2+^-activated, cytoskeletal-degrading protease, was upregulated with aging and downregulated by *FKBP1b* (Table 3). This is the inverse pattern of that for cytoskeletal genes and suggests that calpain-1 upregulation might mediate important aspects of downregulation and degradation of the cytoskeleton during aging. Conversely, by downregulating calpain-1 expression, *FKBP1b* overexpression may restore or maintain neuronal structural integrity.

### Efficacy and safety of ST and ST effects of *FKBP1b* overexpression

Another goal of the present study was to test whether LT *FKBP1b* overexpression in middle-aged animals could prevent the emergence of cognitive impairment as effectively as ST *FKBP1b* can reverse it (Gant et al., 2015). Results showed clearly that *FKBP1b* overexpression did not lose behavioral efficacy over extended time because both the LT and ST *FKBP1b* treatment groups substantially outperformed ACs and performed similarly to each other and to young animals (Fig. 2). These results show that cognitive impairment can be prevented by LT treatment beginning in middle-aged animals and reversed by ST treatment in aged animals.

An interesting question not addressed here is whether animals already performing at a high baseline, including young animals and the small percentage of aged animals that are unimpaired (Bäckman et al., 1996; Gallagher and Rapp, 1997; Tombaugh et al., 2002; Rowe et al., 2003, 2007; Curlik et al., 2014; Ménard et al., 2015), show improved memory with *FKBP1b*. It will be important in future studies to determine whether unimpaired animals are resistant or sensitive to the actions of *FKBP1b* on memory.

Relative to safety issues, *FKBP1b* expression was significantly higher in LT compared with ST rats (Fig. 3), indicating increased expression over the 9-month exposure or that expression is greater when initiated in middle-aged versus aged animals. Regardless, the health of LT rats appeared comparable to that of ST or age-matched vector control rats because there was only one death and no apparent morbidity among LT rats over the 9-month course of the experiment. The clinical literature also indicates that AAV-mediated gene overexpression is generally long lasting and safe in brain tissue, with an extremely low probability of inducing oncogenic or other deleterious changes in DNA (Kaplitt et al., 2007; McCown, 2010).

### Do normal-aging-induced cytoskeletal conditions model preneurofibrillary tangle pathology of AD?

Advanced age is the leading risk factor for AD (Reitz et al., 2011), suggesting that some processes that drive normal brain aging also increase susceptibility to AD. Considerable evidence indicates that Ca^2+^ dysregulation is present in both normal brain aging and AD (see Introduction) and therefore is positioned to play a role in age-dependent susceptibility to AD. Cytoskeletal dysfunction, in the form of neurofibrillary tangles is one of the hallmarks of AD pathology. It is correlated with synaptic degeneration and characterized by microtubule rarefaction and hyperphosphorylation of the MAP tau (Wiśniewski and Terry, 1973; Grundke-Iqbal et al., 1979; Masliah et al., 1991; Jicha et al., 1997; Serrano-Pozo et al., 2011; Webster et al., 2014). Here, we found that hippocampal cytoskeletal gene expression is downregulated with aging and, in parallel with cognitive function, is restored by *FKBP1b*, very possibly via Ca^2+^ signaling pathways. Accordingly, although tangles are not generally present in animal models of normal brain aging, we suggest that declining *FKBP1b* function and resulting Ca^2+^ dysregulation during normal aging in animals recapitulate brain-aging processes in humans that subtly degrade the cytoskeleton and, in susceptible individuals, eventually result in irreversible neurofibrillary tangles and AD.

How the deposited data were processed for this re-analysis (not part of the article)

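The arrays, Rat Gene 1.0 ST from Affymetrix, hold dorsal hippocampal RNA of single animals, 6 YC, 5 AC, 6 ST and 6 LT. The paper's text gives 6 arrays in each group, and 23 were deposited. Samples were grouped as YC, AC, ST and LT from the labels and the paper, on which both give the same groups. For AC rats the paper gives an injection at 13 months of age and the labels at 18, for ST 19 and 18, and for LT 13 and 12. AC rats had the eGFP vector and YC rats no injection by the paper's methods (the labels describe YC as sham-treated), so the comparison of AC with YC holds age, surgery and vector together. The eGFP vector had a higher titer than the FKBP1b vector, so the comparison of ST or LT with AC holds transgene and titer together. The behavioral, qRT-PCR and immunohistochemical measurements have no deposited files and were not used here.

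The deposited values are signal intensities per probe set that the authors made, by the paper's methods, with the Robust Multiarray Average algorithm, and they were used as deposited. They are unlogged and rounded, with 758 blank values; the methods treat values over 2 SD from the group mean as missing, and whether the blanks are those values is not stated. The versions of Partek and of the RMA implementation are not given in the sources used here. Mean signals per array were 442.5 to 443.8 in YC, 439.9 to 443.9 in AC, 441.8 to 444.1 in ST and 442.0 to 445.1 in LT. Among the tested probe sets 204 have a blank value, which was left missing. Of the probe sets, 15307 carry 1 gene symbol, 323 several and 13581 none, and 23559 pass the signal minimum of 40 on 4 arrays.

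Differences between groups were tested with limma 3.58.1 in R 4.3.3 on log2 signals of the 13339 probe sets that pass the signal minimum and carry 1 symbol. The model has 1 mean for each of the 4 groups and moderates variances with empirical Bayes, and p values were adjusted by the Benjamini-Hochberg method at 0.05. Comparisons were AC vs YC, ST vs AC, LT vs AC, the mean of ST and LT vs AC, LT vs ST, ST vs YC and LT vs YC. The paper's template rule (an F test, then AC vs YC, then ST or LT vs AC, each at an unadjusted p of at most 0.05) was run on limma's p values. Where a symbol has more than 1 probe set, the one with the highest mean signal stands for the gene. The 40 gene lists were tested with camera at a preset inter-gene correlation of 0.01 and again with an estimated correlation, with fry, and against the templates by a two-sided Fisher's exact test, with p values adjusted over lists. Fisher's exact test makes no allowance for correlation between genes. RNA integrity numbers were compared by a permutation test with 100000 resamples.

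Chance levels came from random normal values (1000 iterations), from 100 simulations with an aging effect and no FKBP1b effect, from 20 divisions of the AC arrays and from 100 regroupings of the arrays for each result. Tested on simulated data were limma, the template rule, the one-way analysis, camera, Fisher's exact test, the ratio for far values and the correlation from shared controls. The fry test, the permutation test, the regroupings and the divisions of the AC arrays were not. In the simulated data limma recovered 42 to 50% of changes of 0.2 log2 units, 84 to 92% of changes of 0.4 and at least 98% of changes of 0.8. Signals under 100 made up 21.2% of the tested probe sets by mean signal, and depth of another kind does not apply to arrays.

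The comparisons, gene lists, thresholds and most alternatives were set before the data were examined, as was the rule for naming genes. That rule takes the 12 higher and 12 lower genes with the largest log2 fold change among those at an adjusted p under 0.05 whose arrays do not overlap between the groups, or, where fewer than 3 genes pass, the 10 with the smallest p as not passing. It adds up to 4 members of each list with the smallest p and every gene the paper names, whose values in the paper's tables had been seen. The alternatives were leaving out each array, the methods' one-way analysis of variance with Fisher's LSD, the LSD as tabulated in Figure 4-1 (t with 5 degrees of freedom and 6 replicates), values over 2 SD set to missing, no signal filter, a minimum of 100, all probe sets, 1 probe set for each gene, array medians made equal, quantile normalization, array weights, a variance trend with robust moderation, RNA integrity number as a covariate, replicate number as a block, the compared groups alone, unadjusted p values and divided AC arrays. Alternatives chosen after seeing the data were leaving out the 4 arrays high in choroid plexus genes (a list score over 0.5), that score as a covariate, the gene lists without the genes of Tables 2 and 3, and a test of the probe sets without a listed gene. Those probe sets were left out of the main comparisons because the annotation names no gene for them. The DAVID analysis of the paper was not repeated, since its annotations were not used here.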

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

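Chosen after the result was seen were the tests on an effect in all AC rats, on an FKBP1b effect against aging, on the shared direction of ST and LT, on RNA integrity, on the distribution of values between arrays and on time since injection, the grouping of the divisions by AC replicates 3 and 4, and the counts without the arrays high in choroid plexus genes.

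Genes of choroid plexus and ependyma were 0.70 log2 units higher in AC than in YC by their median, a signal the paper does not report. The rise is largest on AC replicates 3 and 4 and LT replicates 2 and 5 (scores of 1.65 to 2.11), smaller on LT replicates 1 and 6 (0.22 and -0.039, above the highest YC array at -0.27), and 3 of 5 AC arrays score at or below that YC array, which argues against an effect of age and vector in all AC rats. Between the AC and the LT arrays concerned the rises of the list's 28 genes go together (r = 0.97 across genes, which are not independent replicates), with mean signals on these 4 arrays against the others of 7778 and 2312 for Enpp2, 2447 and 59.7 for Kcnj13 and 1130 and 67.2 for Clic6, consistent with choroid plexus tissue in some dissections, as a hypothesis. The count of genes changed in AC vs YC was 398 without these arrays, and 12 of 99 other sets of 2 AC and 2 LT arrays left out gave a count as low (320 to 2198, median 827), so the lower count may follow from fewer arrays alone. With all arrays kept and the list score as a covariate the count was 1003, of which 817 were among the 1300 of the main fit. A difference in the choroid plexus of single animals stays open and was not tested.

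The aging and FKBP1b effects ran in opposite directions over aging-dependent genes (r = -0.86 across genes), and both effects contain the AC arrays. The share of FKBP1b-sensitive genes, 49.5% among genes without blanks, lies above the highest of 100 simulations with no FKBP1b effect (44.0%), and 1 of the 100 had an r as low as the -0.87 among the same genes (mean -0.54; 0 of 100 with independent noise), which argues against the shared AC arrays as the whole source, though part of the correlation may come from them. The shared direction of ST and LT effects was reached in 53 of the 100, a share near its ceiling with no effect (88.8% on average, up to 100%) that decides nothing, while 2 of the 100 had as many genes altered by both as the 307 observed (80.0 on average), so for this direction the shared AC arrays cannot be told apart from an FKBP1b effect. With genes chosen on part of the AC arrays and the FKBP1b effect taken against the others, r averaged -0.29 over 20 divisions, with -0.57 to -0.20 in 16 and 0.084 to 0.23 in the 4 that put both AC replicates 3 and 4, high in choroid plexus genes, on the aging side, so its sign depends on these arrays and whether an FKBP1b effect runs against aging stays open. The selection of ST and LT rats for high FKBP1b expression and the difference in age at injection also stay open. So does the titer, which by the paper's methods was higher for the eGFP vector of AC rats than for the FKBP1b vector. It was not tested.

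Among 9795 probe sets without a listed gene, tested alone, 130 differed between LT and ST (115 higher in LT). The highest of the other splits of these arrays gave 16 (2 in a second draw of splits). In each draw 1 of 100 splits was as large, so chance can be excluded. Probe sets 10722465 (3831 in YC, 3261 in AC, 3247 in ST, 4011 in LT) and 10722407 (1262, 846, 855, 1166) are examples. Of the 115 higher in LT, 111 had lower values in AC than in YC. With RNA integrity number as a covariate 33 of the 130 calls were left, which under the rule written first would have pointed to RNA integrity, but the rule was replaced after that count was seen, since the median log2 fold change of the 115 went from 0.290 to 0.280 while its standard error went from 0.057 to 0.065, and within groups r with RNA integrity was -0.067; by the replaced rule this argues against RNA integrity. After quantile normalization 70 were left, and the median of the 115 was 0.279. By the rule written first, replaced as well, the count of 70 decided nothing. After equal array medians 82 were called, 37 higher and 45 lower, with 52 shared, so the balance of directions turned with the scaling. The 115 were chosen on this comparison, so their median cannot exclude a remaining difference in the distribution of values, which stays open. Without the 4 arrays high in choroid plexus genes 39 were called for LT vs ST (35 shared) and 9 for LT vs AC. LT vs AC gave 127 calls among these probe sets and ST vs AC 0 by limma (788 at an unadjusted p under 0.05), and the labels put AC with ST at 3 months after injection while the paper puts AC with LT at 8 months and ST at 2, so time since injection cannot be told apart from any other difference between these groups of arrays. A biological difference between the treatments stays open and was not tested further.

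The remaining results are values far from the others of their group, where chance alone marks about 1 in 20 groups. Among 160 groups of list scores 18 were so marked (8 by chance), among 264 groups of single-gene signals 20 (13.2 by chance) and among 4 groups of RNA integrity numbers 0. Scores are mean log2 signals centered for each gene. On AC replicate 5 the score was 0.631 for microglia, 0.854 for complement and 0.166 for CA3 genes. On AC replicate 2 it was 0.0757 for striatal genes and 0.165 for interneuron genes. On ST replicate 2 it was 0.295 for microglia and 0.156 for interferon genes, and on LT replicate 2 it was 0.141 for microglia, 0.244 (0.2435) for complement and -0.0938 for cholesterol biosynthesis. ST replicate 1 had -0.0619 for astrocytes and -0.112 for oligodendrocyte precursors. Other scores were -0.180 (-0.1795) for blood cells on LT replicate 1, -0.128 for lysosomes on YC replicate 1, -0.0656 and -0.0280 for oxidative phosphorylation on YC replicate 2 and ST replicate 3, and -0.0138 for matrix genes and 0.113 for the genes of Table 2 on YC replicate 6.

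Log2 signals far from their group on AC replicate 5 were 10.94 for C3, 8.96 for Fcgr2b, 9.11 for Cp, 9.85 for Cd4 and 8.36 for Adgre1. On LT replicate 2 they were 9.99 for C3, 7.99 for Cp and 10.61 for Cab39, and on ST replicate 2 the value was 9.13 for Cd4. Further values were 8.12 for Nts on LT replicate 3, 5.86 for Retnlg and 6.89 for Erbb2 on ST replicate 4, 6.92 for Ffar3 on LT replicate 4, 5.73 for Bcl2l15 and 5.73 for Lcn9 on AC replicate 2, 6.43 for Kng2 and 12.47 for Calm2 on LT replicate 5, 9.64 for Hrh1 on LT replicate 1, 11.55 for Capns1 on YC replicate 2 and 11.67 for Ppp3cb on ST replicate 1.

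The Fkbp1b probe set, which the paper does not report, was 1.31 log2 units higher in LT than in AC, and LT minus ST was 0.55 (adjusted p = 0.12 from limma), so that difference did not pass. Median differences of LT from ST over a list, tested with camera, were 0.082 for keratins, 0.078 for collagens, 0.058 for T cell genes (adjusted p = 0.045), 0.73 for choroid plexus, 0.13 for meninges (1.7e-08), 0.074 for thalamus (0.037), -0.064 for synaptic vesicle genes (0.0053), -0.053 for cholesterol biosynthesis (0.0053) and 0.10 for the genes of Table 2 (0.0053), and with an estimated correlation the adjusted p of these lists was 0.20 to 0.62.

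For counts of called genes, 100 splits of the arrays, the real one included, show whether chance can be excluded. It can for AC vs YC (1300 probe sets, highest other split 103, 1 of 100 as large), ST vs YC (553, 1, 1 of 100), LT vs YC (138, 6, 1 of 100), the F test (3223, 1596, 1 of 100), aging-dependent genes (2480, 828, 1 of 100), the FKBP1b-sensitive share with YC kept in place (49.7%, 44.5%, 1 of 100) and the lists in templates (19, of which 3 are for lists that the study chose on these arrays, 9, 1 of 100). It can also for LT vs ST (1, 4, 3 of 100) and for the mean of ST and LT vs AC (4, 122, 3 of 100), though in both another split called more than the real count. For the mean that split called far more, which points to a structure of the samples other than the treatment. Chance cannot be excluded for the number of list shifts (47, 4 of them for the genes of Table 2, 70, 19 of 100). Nor can it for LT vs AC (10, 227, 7 of 100), where the highest split again points to such a structure. For ST vs AC (0, 13, 100 of 100) the real count is 0, so every split is as large by construction and the test decides nothing.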

How the results depend on the processing

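Of 33 single-gene calls, none changed direction under an alternative, while the balance of higher and lower counts turned with scaling for AC vs YC and ST vs YC, and of 47 list shifts 3 turned without AC replicate 5 (12 lost) and 2 without the arrays high in choroid plexus genes (8 lost). Of the values for summary results, 757 stayed within 1.5 times or on the same side of the threshold, 133 moved by more and 2 newly passed. Of those for single genes and for smaller counts, 1214 stayed, 201 kept their direction but no longer passed and 19 moved. The cause was not tested unless stated. Weak or dim signals limit small changes, as 21.2% of the tested probe sets have a mean signal under 100.

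Leaving out 1 array at a time gave 796 (without AC replicate 3) to 1868 (without AC replicate 1) probe sets for AC vs YC, 0 to 65 for ST vs AC, 2 to 104 for LT vs AC, 1 to 120 for the mean of ST and LT vs AC, 1 to 7 for LT vs ST, 289 to 1012 for ST vs YC and 48 to 378 for LT vs YC. The F test at an adjusted p under 0.05 gave 383 to 1261, template II 465 to 979 and genes altered by both ST and LT 238 to 638. The p for RNA integrity was 0.027 to 0.31, and passed without AC replicates 3 and 5. Results within 1.5 times were the F test (2833 to 3751), aging-dependent genes (2092 to 2913), templates I, III and IV, the list counts and both correlations.

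The methods' one-way analysis with LSD gave 4 for LT vs AC and 2 for LT vs ST. With the LSD as tabulated, whose 5 degrees of freedom give larger p values, AC vs YC, LT vs AC, the mean of ST and LT vs AC, LT vs ST, ST vs YC and LT vs YC each gave 0, against limma's counts and the unadjusted ones given here, template II 353, both ST and LT 161, and the random expectation 47.4 for template II and 47.2 for template IV. With values over 2 SD missing as well, these comparisons again gave 0, template II 354 and both 162. No signal filter gave 5 for LT vs AC, and a minimum of 100 gave 23 for LT vs AC and 2 for LT vs ST.

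All probe sets, which are more by construction, gave 2355 for AC vs YC, 118 for LT vs AC, 7 for the mean of ST and LT, 113 for LT vs ST, 1174 for ST vs YC, 5827 for the F test (1473 adjusted), 4494 aging-dependent, 1055, 1478 and 924 in templates I, II and IV, and 520 for both. Equal array medians gave 21 for LT vs AC and 909, 993, 434 and 368 in templates I to IV. Such scaling also moved the share of called probe sets that were higher: for AC vs YC it was 57.1%, with equal medians 29.7% and after quantile normalization 50%; for ST vs YC 65.3%, 36.5% and 55.1%; for LT vs YC 78.3%, 65.3% and 73.7%; for LT vs AC 70%, 85.7% and 72.7%.

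Array weights gave 22 for LT vs ST, 1996 for ST vs YC, 420 for LT vs YC and 1902 for the adjusted F test. A variance trend gave 5 for LT vs AC. RNA integrity as a covariate gave 2 for LT vs ST and r = 0.33 between ST and LT effects. With replicate number as a block, LT vs AC gave 3 and LT vs YC 87; not every sample correlates best with the samples of its own number (r of -0.39 to 0.21 over 33 pairs after removal of group means), so the block is no pairing. Unadjusted p values gave 3650 for AC vs YC, 1310 for ST vs AC, 1683 for LT vs AC, 1407 for the mean, 1654 for LT vs ST, 2898 for ST vs YC and 1786 for LT vs YC. The compared groups alone, with fewer samples, gave 385, 3 (LT vs AC), 1 (mean), 2 (LT vs ST), 1157 (ST vs YC) and 357 (LT vs YC). Divided AC arrays gave r = 0.42 for ST and LT and -0.55 for aging and FKBP1b. List shifts numbered 7 with an estimated correlation (4 of them for the genes of Table 2, which the study chose on these arrays) and 25 with fry (22 shared).

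Chosen after seeing the data, leaving out the 4 arrays high in choroid plexus genes gave 398 for AC vs YC, 3 for LT vs AC, 0 for the mean, 3 for LT vs ST, 41 for LT vs YC, 339 for the adjusted F test and 306 in template II. That score as a covariate gave 42 for LT vs AC, 2 for LT vs ST and 40 for LT vs YC.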

Differences from the paper's values

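The paper reports a false discovery rate of 0.12 at p of at most 0.05 (the paper's value), against 0.206 here. Of the alternatives set before the data were examined that give this value, the methods' one-way analysis gave 0.207 and does not reach the paper's. The run with the LSD as tabulated uses the same F test, so its value could not differ. The ratio of passes by chance to passes observed is 0.207 here and 0.212 from the paper's own counts.

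For genes altered by both ST and LT, the paper's count is 166 and the count here 317. Of the alternatives set before the data were examined, those within the paper's value by the limit of 1.5 times are leaving out AC replicate 3 (238), the LSD as tabulated (161) and the same with values over 2 SD missing (162). All others differ, at 252 to 638.

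For the correlation of ST and LT effects, the paper's r is 0.85 and the r here 0.70. A correlation is taken to differ when the gap is larger than the rounding of the paper's value. By this narrow limit every alternative set beforehand differs, but the LSD as tabulated comes close to the paper's value, at 0.84, while RNA integrity as a covariate gave 0.33.

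The paper counts 4 genes whose aging effect was exacerbated, and 13 were found here. Of the alternatives set beforehand, the LSD as tabulated gave 3 and the same with values over 2 SD missing gave 3, which do not differ from the paper's by the limit. All the others differ, at 8 to 28. S100b, Pla2g7 and Snapc2 are among the 13, and Eif3g was not tested here.

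The paper gives the excess of each template over random numbers as more than 11-fold (the paper's value). Here it was 9.41, 7.89, 12.7 and 7.68 for templates I to IV, with limma's counts set against one-way counts of random values. With the LSD as tabulated on both sides it was 12.1, 7.45, 13.7 and 8.81. The paper states that the array has no probe set for FKBP1b, whereas the annotation lists 1 probe set as Fkbp1b, number 10940524, which was 1.31 log2 units higher in LT than in AC. The paper's text names Ppp3cc among calcium genes changed with aging and its Table 3 lists Ppp3cb; here Ppp3cc had a log2 fold change of -0.0043 (adjusted p = 0.93 from limma) and Ppp3cb of -0.16 (adjusted p = 0.0099, and 0.072 without the arrays high in choroid plexus genes). Orai1, which the paper lists among genes countered by FKBP1b, met no template by limma, and of the genes of Table 2 Ywhaz and Sec62 met none, while 31 of 33 did. By the methods' one-way analysis of variance, as with the LSD as tabulated, Orai1 was in template IV and Ywhaz and Sec62 in template II, as in the paper. With the LSD as tabulated Krtap1–5 of Table 2 and Cabp4 of Table 3 were in template I, unlike in the paper.

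The paper's group means were compared where its tables give them: of 172 means in Tables 2 and 3, 168 lie within 1 signal unit, and the 4 others belong to Calm2, for which another probe set was matched. All 1689 probe sets listed in the part of Figure 4-1 that could be read have group means within 1 unit of those here. Of the template I genes there that were tested here, 363 of 563 were in template I by limma's p values and 552 with the LSD as tabulated, and for template III these were 481 and 613 of 620.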

Other observations

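Counts without the arrays high in choroid plexus genes were chosen after seeing the data. Several gene groups not described so far differed little between AC and YC. Of 78 genes of oxidative phosphorylation, 9 were higher and 1 was lower (9 and 1 adjusted over the list alone), with a median log2 fold change of 0.032. Atp5me and Ndufa11, subunits of ATP synthase and of complex I, rose by 0.24 and 0.31 (adjusted p = 0.0032 and 0.0038 from limma). The list was shifted up with an adjusted p of 0.020 (adjusted p = 0.66 with an estimated correlation), but not without YC replicate 2 (0.19), AC replicate 4 (0.11) or AC replicate 5 (0.11), with array medians made equal (0.17) or without the arrays high in choroid plexus genes (0.10). Of 25 myelin genes 1 was higher and 2 lower: Qdpr, a pteridine reductase, rose by 0.25 (adjusted p = 0.045), and Ugt8 and Mal, of myelin lipids and membranes, fell by 0.31 and 0.34 (adjusted p = 0.026 and 0.045). Ugt8 did not pass without AC replicate 3 (0.051), 4 (0.068) or 5 (0.055), Qdpr did not without any single YC replicate but 3, any single AC replicate but 5, any single ST replicate but 1 or LT replicate 1, 2, 4 or 6 (0.050 to 0.11), and Mal not without any single YC replicate, AC replicate 4 or 5 (-0.19 without 5), any single ST replicate but 1 or any single LT replicate but 3 (0.051 to 0.085). Of 29 immediate early genes 1 was higher and 2 were lower, with a median of -0.11 and 22 of 29 below YC (adjusted p = 0.064). Arc, a cytoskeletal protein that activity induces, stood at -0.30 (adjusted p = 0.32) and Bdnf, a neurotrophin, at -0.16 (adjusted p = 0.30). Of 12 septin genes 2 were higher, with Septin9 at 0.34 (adjusted p = 0.0062), and of 27 matrix metalloproteinases and inhibitors 2 were higher and 2 lower, with Timp1 at 0.36 (adjusted p = 0.044). Timp1 did not pass without any single YC replicate but 6, AC replicate 3, 4 or 5 (0.21 without 5), ST replicate 2 or LT replicate 4 (0.050 to 0.072). Ugt8 (0.12), Mal (0.073), Qdpr (0.10), Septin9 (0.051) and Timp1 (0.090) did not pass without the arrays high in choroid plexus genes.

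Region markers changed little. Of 12 CA1 genes 1 was higher and 1 lower, of 18 CA3 genes 1 was higher, of 15 dentate gyrus genes none passed by limma, of 17 thalamic genes 2 were higher and 1 lower and of 14 striatal genes 1 was lower. The medians were -0.084, -0.0043, -0.075, -0.036 and -0.10. Of 28 interneuron genes 1 was lower (median -0.072), and of 8 blood cell genes 1 (median -0.047). Of 24 T cell genes 2 were higher, of 35 heat shock genes 1 was higher and 1 lower, of 20 genes of cholesterol biosynthesis 1 was lower and of 26 genes of neurogenesis 1 was lower. Of 10 neurofilament genes 1 was lower, of 43 actin genes 3 were higher and 3 lower and of 42 microtubule genes 1 was higher and 3 lower. Of 11 oligodendrocyte precursor genes and of 28 choroid plexus genes none passed alone; the choroid plexus list was shifted up (adjusted p = 3.8e-05, and 0.66 as the adjusted p with an estimated correlation), and the other way without the arrays concerned (adjusted p = 0.11).

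Against YC, treated rats still differed, with 361 probe sets higher and 192 lower in ST and 108 higher and 30 lower in LT. With array medians made equal 184 were higher and 320 lower in ST, which turns the balance, and 79 higher and 42 lower in LT. Whether these counts differ from the one for AC vs YC was not tested. The ST count of 553 became 289, 350 and 363 without YC replicates 2, 3 and 6, 1012 without AC replicate 5 and 853, 350, 368 and 298 without ST replicates 1, 2, 3 and 4, and without ST replicate 6 it held 199 higher and 103 lower. The LT count of 138 became 65, 53, 55, 64 and 78 without YC replicates 1, 2, 3, 4 and 6, 378 without AC replicate 5, 76, 68, 80, 48 and 83 without LT replicates 1, 2, 3, 5 and 6, and 41 without the arrays high in choroid plexus genes.

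In ST against AC, 13 lists were shifted. Besides those of matrix, meningeal and endothelial genes (median -0.084, -0.23 and -0.090, adjusted p = 0.024, 0.0068 and 0.032 with an estimated correlation), genes of choroid plexus were lower by -0.65 with 28 of 28 below AC (adjusted p = 5.7e-16, and 0.31 as the adjusted p with an estimated correlation), and not called without the arrays concerned (0.11). T cell genes had a median of -0.063 (0.0096, and 0.053 without AC replicate 4), lysosomal genes of -0.053 and cholesterol genes of 0.039 with 17 of 20 above AC (0.028). With an estimated correlation these 3 were not called (adjusted p = 0.41, 0.57 and 0.60). The cholesterol call was lost without AC replicate 2 (0.061), 3 (0.22) or 4 (0.056) or ST replicate 1 (0.068) or 4 (0.054). In LT against AC, 9 lists were shifted, among them interferon genes at -0.11 (0.055 without AC replicate 5) and microglial genes at -0.13, which turned without AC replicate 5 (0.86), as microglial genes did in ST (0.35). With an estimated correlation interferon and microglial genes were not called in LT (adjusted p = 0.91 and 0.94), and of the 9 lists only that of the genes of Table 2 stayed called, which the study chose on these arrays.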
